# Identification of Pax6-Dependent Gene Regulatory Networks in the Mouse Lens

**DOI:** 10.1371/journal.pone.0004159

**Published:** 2009-01-09

**Authors:** Louise V. Wolf, Ying Yang, Jinhua Wang, Qing Xie, Barbara Braunger, Ernst R. Tamm, Jiri Zavadil, Ales Cvekl

## Abstract

Lineage-specific DNA-binding transcription factors regulate development by activating and repressing particular set of genes required for the acquisition of a specific cell type. Pax6 is a paired domain and homeodomain-containing transcription factor essential for development of central nervous, olfactory and visual systems, as well as endocrine pancreas. Haploinsufficiency of Pax6 results in perturbed lens development and homeostasis. Loss-of-function of Pax6 is incompatible with lens lineage formation and results in abnormal telencephalic development. Using DNA microarrays, we have identified 559 genes expressed differentially between 1-day old mouse Pax6 heterozygous and wild type lenses. Of these, 178 (31.8%) were similarly increased and decreased in Pax6 homozygous embryonic telencephalon [Holm PC, Mader MT, Haubst N, Wizenmann A, Sigvardsson M, Götz M (2007) Loss- and gain-of-function analyses reveals targets of Pax6 in the developing mouse telencephalon. Mol Cell Neurosci 34: 99–119]. In contrast, 381 (68.2%) genes were differently regulated between the lens and embryonic telencephalon. Differential expression of nine genes implicated in lens development and homeostasis: *Cspg2*, *Igfbp5*, *Mab21l2*, *Nrf2f*, *Olfm3*, *Spag5*, *Spock1*, *Spon1* and *Tgfb2*, was confirmed by quantitative RT-PCR, with five of these genes: *Cspg2*, *Mab21l2*, *Olfm3*, *Spag5* and *Tgfb2*, identified as candidate direct Pax6 target genes by quantitative chromatin immunoprecipitation (qChIP). In Mab21l2 and Tgfb2 promoter regions, twelve putative individual Pax6-binding sites were tested by electrophoretic mobility shift assays (EMSAs) with recombinant Pax6 proteins. This led to the identification of two and three sites in the respective Mab21l2 and Tgfb2 promoter regions identified by qChIPs. Collectively, the present studies represent an integrative genome-wide approach to identify downstream networks controlled by Pax6 that control mouse lens and forebrain development.

## Introduction

Embryonic organ development is contingent on complex coordinated interactions of multiple transcription factors that regulate the expression of selected downstream target genes. The Paired (Pax) family of genes has been shown to control development of many organs, such as brain, ear, eye, kidney, muscle, pancreas and thyroid [1], [2]. Nine mammalian Pax genes, Pax1 to Pax9, encode specific DNA-binding transcription factors that recognize DNA via their N-terminal paired domains, PDs. Among them, Pax6 is essential for eye, brain, olfactory and pancreas development [3]–[6]. Gaining insight into the genes regulated directly by Pax6 is fundamental in deciphering its role in the genetic regulatory networks governing embryonic development.

During early stages of visual system formation, Pax6 is required for the establishment of lens progenitor cells [7] and for multipotency of retinal progenitor cells [8]. In later stages of eye development, Pax6 plays a number of complex functions during anterior segment [9], lacrimal gland [10] and neuroretina [11] development. The formation of lens progenitor cells appears to require co-expression of at least three genes, Pax6, Six3 and Sox2, in the pre-placodal region of the mouse embryo. Expression of these genes is linked to FGF/MAPK, BMP4 and BMP7 signaling pathways. During the growth and invagination of lens placode, Pax6 controls expression of c-Maf, Foxe3, Mab21l1, N-cadherin, Prox1 [7] and one or more components of retinoic acid (RA) signaling, such as Raldh3/Aldh1a3 [12], [13]. In the differentiating lens fiber cells, Pax6 regulates expression of a number of crystallin genes [7], [14] and the α5β1 integrin complex [15], [16]. In addition to these specific targets, we predict that Pax6 may be engaged in transcriptional regulation of additional cohorts of genes during lens development that can be identified by genome-scale studies.

Two recent high throughput studies, focused on the function of Pax6 in mouse telecephalon, have shown a number of novel genes whose expression is controlled by Pax6. A DNA microarray study of Pax6^−/−^ embryonic dorsal (cortex) and ventral (ganglionic eminence, GE) telencephalon, E12 and E15, identified a number of novel Pax6-regulated genes [17]. High-throughput *in situ* hybridization analysis of hundreds of co-expressed genes in midgestation mouse embryo (E14.5) resulted in the prediction of 30 genes regulated by Pax6 in the embryonic cortex, with ∼ one half considered as putative direct target genes [18]. In *Drosophila*, DNA microarray expression studies identified batteries of genes regulated by eyeless (ey), a fly homologue of Pax6 [19], [20].

In this study, we have analyzed differential gene expression in newborn mouse Pax6 heterozygous and wild type lens and compared this to expression profiles in embryonic forebrain from Pax6 homozygous embryos [17]. We show that approximately 1/3 of differentially expressed transcripts regulated by Pax6 are shared between these model tissues. In contrast, the majority (2/3) of the transcriptional profile represented by the set of 559 transcripts is differently regulated by Pax6 in the respective different cell types. Therefore, our data suggest that specific cellular environments promote common and distinct functions of Pax6. We identified Cspg2, Mab21l2, Olfm3, Spag5, and Tgfb2, as five novel putative direct Pax6-target genes in mouse lens. Finally, we characterized two Pax6-binding sites in the Mab21l2 regulatory region and three Pax6-binding sites in the Tgfb2 promoter.

## Results

### Identification of 559 genes differentially expressed in Pax6^+/−^ compared to wild type lens

To identify genes regulated by Pax6 in lens, we compared newborn lenses from Pax6^+/−^ to wild type mice (Fig. 1). Pax6 heterozygous lenses (Fig. 1B) are smaller compared to the wild type lens (Fig. 1A), exhibit subtle morphological defects such as abnormal lens fiber cells [21], and often develop a persistent corneal-lenticular stalk (Fig. 1B). In contrast to the nearly homogenous expression of Pax6 in wild type lens epithelium, expression of Pax6 protein in Pax6 heterozygous lenses shows variable staining patterns in the individual cells (see Fig. 1B, and Fig. S1). In addition, the amount of Pax6 protein in the bow region is much smaller, i.e. below the detection limit of the assay, in Pax6 heterozygous (Fig. 1B) lenses compared to the wild type lens (Fig. 1A). Interestingly, these differences between expression patterns of Pax6 in wild type and Pax6^+/−^ eyes are not as pronounced in the adjacent presumptive iris/ciliary body (compare Fig. 1A with 1B). Individual newborn mouse lens provides sufficient amount of total RNA for expression profiling. In contrast, hundreds of lenses are required to obtain lens chromatin for ChIPs [22].

**Figure 1:**
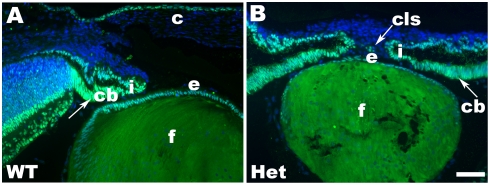
Immunolocalization of Pax6 expression in newborn mouse lens. (A) Expression of Pax6 in wild type (WT) eye. (B) Expression of Pax6 proteins in Pax6 heterozygous (Het) eye. The merged images (light blue) are from nuclear staining, DAPI (blue chanel), and Pax6 (green chanel). Note that development of the ciliary body and iris is delayed in Pax6^+/−^ eye compared to the wildtype. Abbreviations: ciliary body, c; cornea, cb; corneal-lenticular stalk, cls; lens epithelium, e; lens fibers, f; iris, i. Scale bar = 50 µm.

To assess differential gene expression in newborn mouse Pax6 heterozygous lenses compared to wild type lenses, we performed DNA microarray hybridizations using the Affymetrix Mouse Genome 430 2.0 Arrays. 

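The arrays measured RNA of newborn lenses from 3 wild-type and 3 Pax6 heterozygous mice at postnatal day 1, with both lenses of a mouse in each sample. The heterozygous mice carry a single working copy of Pax6, which encodes a transcription factor of eye and brain development, the other copy being replaced by lacZ. The 14 measured crystallin genes, which encode the main soluble proteins of the lens, had a median signal of 12932, near the top of the array's range. Signals of different probe sets depend on their probes as well as on the RNA and are not compared as amounts. The deposited values are signal intensities that the authors normalized by RMA, a method that combines the probes of each probe set into a single value. The deposited table holds about as many probe sets as the A array of the 430 design, fewer than the 430 2.0 array that the methods name, and which was used is not settled by the data. The 64 Affymetrix control probe sets were set aside and 22626 probe sets were tested. Of these, 20380 pair with a single gene, 691 with several genes and 1555 with none, which leaves 12393 distinct genes. The 33 probe sets for olfactory receptors, a guide to background chosen after the values were seen, had medians between 9.65 and 11.0. Differences between genotypes are on the log2 scale, heterozygous minus wild-type, tested with limma and adjusted over all tested probe sets. Signals are means ± SD of 3 mice per genotype on the linear scale.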

Three biological replicate experiments were performed and analyzed as described in Methods. 

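The smallest p values between Pax6 heterozygous and wild-type lenses belonged to Commd9, Serpinb6b and Fgf14, and all 3 had higher signals in heterozygous lenses. The signal of Commd9, a gene of the COMM domain family, was 40.4 ± 9.20 in wild-type and 195 ± 15.2 in heterozygous lenses (SD, n = 3 mice each), a log2 difference of 2.29 ± 0.19 (standard error, adjusted p = 0.180). Fgf14, which encodes an intracellular fibroblast growth factor homologous factor, read 28.9 ± 1.59 and 65.5 ± 4.85 (adjusted p = 0.256). Among the next were Htra1, a secreted serine protease (712 ± 4.57 and 1252 ± 168), Cltb, a clathrin light chain (125 ± 9.17 and 226 ± 37.3), and on the lower side Steap1 (19.4 ± 2.04 and 11.4 ± 1.13) and Ccdc80 (106 ± 5.37 and 63.6 ± 9.56). Fmod, a proteoglycan that binds collagen, differed by 1.16 ± 0.17.

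With limma, 0 of 22626 probe sets passed an adjusted p of 0.05. At an unadjusted p under 0.05 there were 450, with 221 higher and 229 lower, where 1131 would be reached by chance if all samples were independent, which same-numbered samples are not; the 3 other splits of the samples that part all same-numbered pairs gave 208, 152 and 178, and the methods' t-test gave 665 at that level and 0 after adjustment. At an unadjusted p under 0.10 limma gave 1029 and the methods' t-test 1327. When the replicate number was taken as a block, 2 probe sets passed, those of Commd9 and of Fgf15, a secreted growth factor of the developing retina and brain (adjusted p = 0.0357 for each), and 2042 had an unadjusted p under 0.05. The 3 values of a genotype lay wholly above or below those of the other in 1398 probe sets (6.18%), a pattern for which chance gives 10% where all samples are exchangeable, which same-numbered samples here are not. The other 2 Commd9 probe sets differed by 0.25 and 0.20, and the second Fgf14 probe set by −0.09. With 3 mice per genotype, genes with small differences can go undetected.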

Initially, we found 591 differentially expressed transcripts in newborn Pax6^+/−^ lenses which represented 559 differentially expressed genes (see Supporting information) from a total number of over 22,000 mouse genes represented on the array. The lens transcriptome was represented by 7,009 (∼32%) genes with a median of RMA-normalized raw signal intensities above 100, and 1,844 (∼8%) genes with signal intensities between 50–100, respectively. 

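Crybb1, a beta-crystallin of lens fibers, stood at 16111 ± 177 in wild-type lenses (SD, n = 3 mice), Crygn, a gamma-crystallin, at 9086 ± 665 and Tgfb2, a growth factor, at 3374 ± 808 for its brightest probe set. Of 12393 genes, each taken at its brightest probe set, 4494 (36.3%) had a median signal above 100 over the 6 samples and 1055 (8.51%) a median between 50 and 100. Counted as probe sets over the wild-type samples, 7009 (31.0%) and 1844 (8.15%) fell in these ranges. The lists of red blood cell, endothelium and retina genes had median signals under 50. However, 10 of the 41 retina genes, among them Sfrp2 (325 ± 82.7), Ebf1 (197 ± 64.5) and Snap25 (184 ± 26.7), were above 100 in wild-type samples. So were 2 endothelium genes, among them Tek (498 ± 113). A signal bound is a choice of the reader of an array and not a test of presence.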

The boxplot shown in Fig. 2A illustrates the variability of gene expression between the two samples studied and reproducibility of each biological replicate. An increased variability of mRNA abundance in Pax6^+/−^ lens originates most likely from variable phenotypes of individual mutant lenses [21], [23]. 

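Some gene groups varied between replicates of both genotypes. The median signal of endothelium genes lay 0.48 above its genotype mean on the log2 scale in wild-type replicate 1 and 0.84 above it in heterozygous replicate 1. Macrophage genes lay at 0.47, −0.22 and −0.40 in the wild-type replicates and at 0.48, 0.33 and −1.21 in the heterozygous replicates. Over all probe sets, the median log2 ratio of the SD in heterozygous to that in wild-type lenses was 0.03, and 51.4% of probe sets had the larger SD in heterozygous lenses (n = 3 mice each). For the 559 probe sets of Table S1 the ratio was −0.05. When the signals of Table S1 were set relative to the wild-type mean, their interquartile range was 0.163 to 0.186 in the wild-type samples and 0.601 to 0.683 in the heterozygous samples; the second range holds the difference between genotypes as well as the spread between mice. With 3 mice per genotype the SD of a single probe set is itself uncertain.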

Reduced expression of Pax6 transcripts in Pax6^+/−^ lenses measured using both the microarrays and by qRT-PCR is shown in Fig. 2B. 

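The brightest Pax6 probe set had a lower signal in heterozygous than in wild-type lenses in each of the 3 same-numbered pairs. It read 1297 ± 414 in wild-type and 998 ± 152 in heterozygous lenses (SD, n = 3 mice each), so that the heterozygous mean stood at 76.9 ± 11.7% of wild-type. The pairs stood at 80.6%, 66.5% and 91.5%. The second brightest Pax6 probe set read 163 ± 75.2 and 102 ± 48.5, or 62.4% of wild-type, and the others stood at 114%, 73.9% and 92.4%; the one at 114% was higher in heterozygous lenses in 3 of 3 pairs.

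The log2 difference of the brightest probe set was −0.34 ± 0.24 (standard error, adjusted p = 1.00; exact permutation p = 0.3), and no Pax6 probe set passed the test with limma. The replicate SD in wild-type lenses is larger than the difference between the genotypes. Replicate 2 read highest in both genotypes, so part of that SD is shared by same-numbered samples, which the permutation ignores. With the replicate number as a block the standard error was 0.12 (limma, unadjusted p = 0.0315, adjusted p = 0.509).

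**Figure D1:**
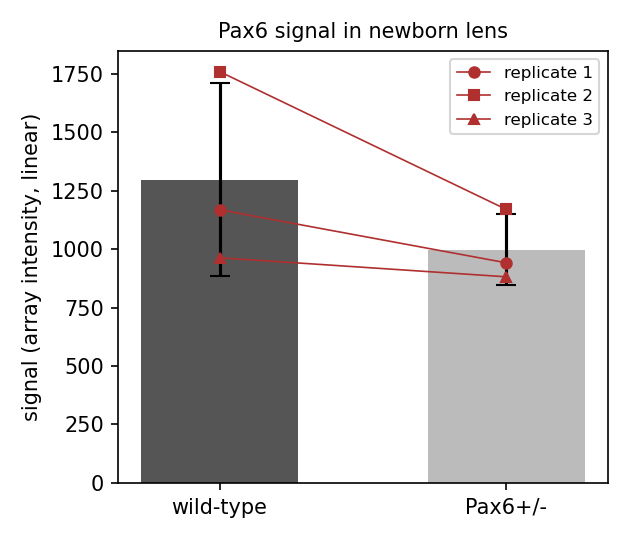
Pax6 signal in newborn wild-type and Pax6 heterozygous lenses. Bars show the mean array intensity of the brightest Pax6 probe set, error bars the SD of 3 mice, and lines join the samples with the same replicate number.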

Within the 559 differentially expressed transcripts, we found 385 genes with reduced, and 174 with increased expression in mouse lens, respectively. This result is consistent with Pax6's role as both a transcriptional activator [22] and repressor [24]–[26] at the molecular level.

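All 559 probe sets of Table S1 had the listed direction in the deposited signals, 174 higher and 385 lower in Pax6 heterozygous lenses. Genes on the higher side include F5, coagulation factor V (75.3 ± 21.6 and 166 ± 28.6 in wild-type and heterozygous lenses; SD, n = 3 mice each), and Glycam1, a mucin-like glycoprotein (84.2 ± 8.91 and 139 ± 14.0). Genes on the lower side include Ralgps2, an exchange factor for Ral GTPases (541 ± 65.0 and 356 ± 46.1), and Zfp185, a LIM domain gene (422 ± 74.7 and 251 ± 35.9). In 464 of the listed probe sets (83.0%) the values of the 2 genotypes did not overlap, and 535 kept their direction in all 3 same-numbered pairs. Chance gives 10% for non-overlap where all samples are exchangeable, which same-numbered samples are not. The probe sets were listed for differing in these samples, so both counts are in part fixed by that choice. The listed probe sets had a median signal of 19.4, and 362 of them (64.8%) lay under 50, against 60.8% of all probe sets.

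None of the 559 passed the adjusted threshold with limma. An unadjusted p under 0.05 was found for 322 and one under 0.10 for 461. When any 1 sample was left out, 170 to 214 had an unadjusted p under 0.05. With the replicate block 1 passed the adjusted threshold, that of Commd9. The list was chosen on these samples, so its directions are not independent evidence. The paper relates genes found in both directions to the role of Pax6 as both an activator and a repressor of transcription.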

**Figure 2:**
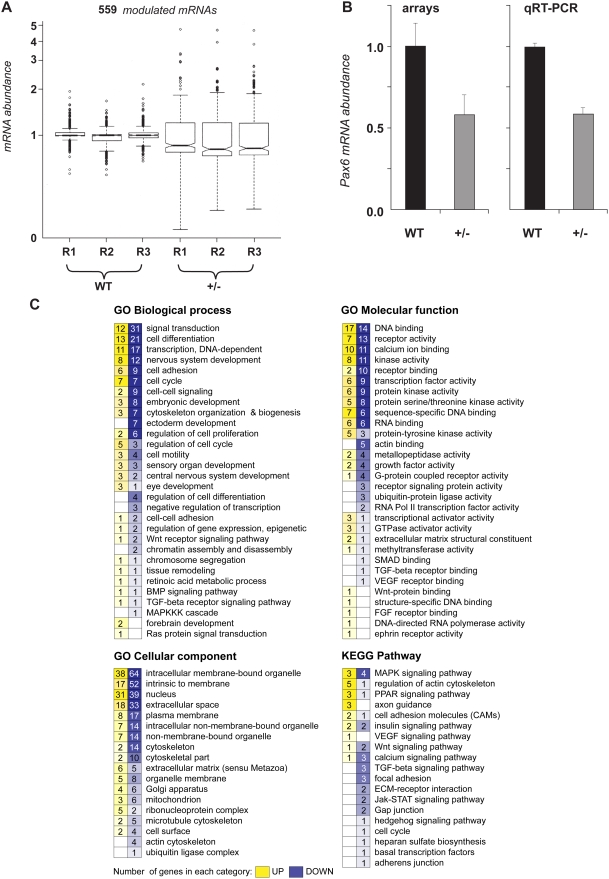
Gene expression profiling of wild-type and Pax6 heterozygous P1 lenses. (A) Three biological triplicates (R1 through R3) of mouse lenses were analyzed by Affymetrix GeneChip arrays to identify a set of 559 individual genes significantly modulated between wild-type (WT) and Pax6 heterozygous (+/−) lenses. Statistical filtering of array data was performed as described in Methods. Of the 559 differentially expressed transcripts, 230, 325, and 4 were selected by t-test (p<0.10), both t-test (p<0.10) and PTM (p<0.05), and PTM (p<0.05), respectively. (B) Differential expression of Pax6 gene determined by the arrays and quantitative RT-PCR. (C) Gene Ontology (GO) and KEGG Pathway analyses (GO Biological process, molecular function, cellular component) of mRNA of the 559 significantly modulated genes. The figure represents numbers of interrogated up-regulated (yellow) or down-regulated (blue) mRNAs found in a specific GO/KEGG category.

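The 559 probe sets of Table S1 differ in how they met the paper's 2 tests. By the methods' t-test on log2 signals, 350 had a p under 0.05, 161 a p from 0.05 to 0.10 and 48 a p of 0.10 or more, up to 0.180. Among the 48 were those of Tgfb2, a growth factor, Hs3st1, a heparan sulfate sulfotransferase (124 ± 34.6 in wild-type and 83.4 ± 12.8 in heterozygous lenses; SD), and Mef2c, a transcription factor (11.4 ± 1.76 and 9.20 ± 0.838). On linear signals, 333 had a p under 0.05. A template of 2 levels gives the same p as a t-test with equal variances, so template matching added 0 probe sets of its own here. At a p under 0.10, 816 further probe sets that Table S1 does not hold met the methods' t-test, 174 of them with a median signal of at least 50. After adjustment over all probe sets the methods' t-test left 0.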

### Downstream pathways sensitive to Pax6 haploinsufficiency

The 559 genes were organized according to Gene Ontology (GO) categories of biological process, molecular function and cellular compartment (Fig. 2C). This analysis suggests that the majority of genes downstream of Pax6 in mouse lens are involved in signal transduction, cell differentiation, transcriptional regulation, nervous system development and cell adhesion. For example, the GO cellular component categories “extracellular space” and “extracellular matrix” are occupied by 51 and 11 genes (Fig. 2C), respectively, representing 45% and 11% of all genes assigned to these categories by the GO system [27]. These two specific categories included six genes with established roles in lens biology, *Cspg2*, *Igfbp5*, *Olfm3*, *Spock1*, *Spon1* and *Tgfb2* (see Table 1).

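By camera, which tests a list against all other genes, 7 of 30 gene lists rose and 3 fell in Pax6 heterozygous lenses. These 30 lists were large enough to test and were fixed before the signals were read, but after Table S1 had been seen. With an estimated correlation between genes, 0 of the 30 passed. One of the 7 holds the neuronal genes that the paper names as higher, which were chosen on these samples. Genes of the retina had a median log2 difference of 0.36, with 32 of 41 above 0 (adjusted p = 3.09e-08). With an estimated correlation the adjusted p was 0.392. Their medians in the 3 same-numbered pairs were 0.09, 0.57 and 0.14. Of the members, 18 were higher in 3 of 3 pairs and 1, Sfrp2, was lower in 3 of 3. Stmn3, a neuronal stathmin, read 229 ± 56.4 in wild-type and 386 ± 41.1 in heterozygous lenses (SD, n = 3 mice each). Otx2, a homeobox gene of photoreceptors, read 169 ± 21.8 and 346 ± 140. General neuronal genes stood at 0.12 (20 of 27 above 0, adjusted p = 0.00871; adjusted p = 0.392 with an estimated correlation), and 9 genes are in both lists; without heterozygous replicate 2 the general neuronal list had adjusted p = 0.278 and without wild-type replicate 2 adjusted p = 0.0916. Elavl4, an RNA-binding gene of neurons, read 71.8 ± 7.30 and 50.7 ± 3.31. Endothelium genes of the vessels around the lens stood at 0.37 (15 of 16 above 0, adjusted p = 0.00186; adjusted p = 0.574 with an estimated correlation), with Tek, an angiopoietin receptor, at 498 ± 113 and 716 ± 183; without heterozygous replicate 1 the endothelium list pointed the other way (adjusted p = 0.882), and without wild-type replicate 3 it had adjusted p = 0.310. Mesenchyme genes stood at 0.14 (14 of 23 above 0, adjusted p = 0.0494; adjusted p = 0.518 with an estimated correlation), with Eln, elastin, at 17.7 ± 3.67 and 29.0 ± 2.52; that call was lost when any 1 of 4 samples was left out, with adjusted p up to 0.758 without heterozygous replicate 1.

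Macrophage genes had a median of 0.29 (13 of 18 above 0, adjusted p = 0.164, from 1.07e-07 without heterozygous replicate 3 to 0.893 without wild-type replicate 3), pigment cell genes −0.05 (adjusted p = 0.539), ciliary body and iris genes 0.01 (adjusted p = 0.188), cornea genes −0.01 (adjusted p = 0.825) and red blood cell genes −0.04 (adjusted p = 0.632). No member of these lists passed the adjusted threshold alone. The test fry, which rotates residuals, also called 0 of the 30 lists in its directional form, and 5 in its mixed form. Table S1 holds 6 of the retina genes and none of the endothelium genes.

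**Figure D2:**
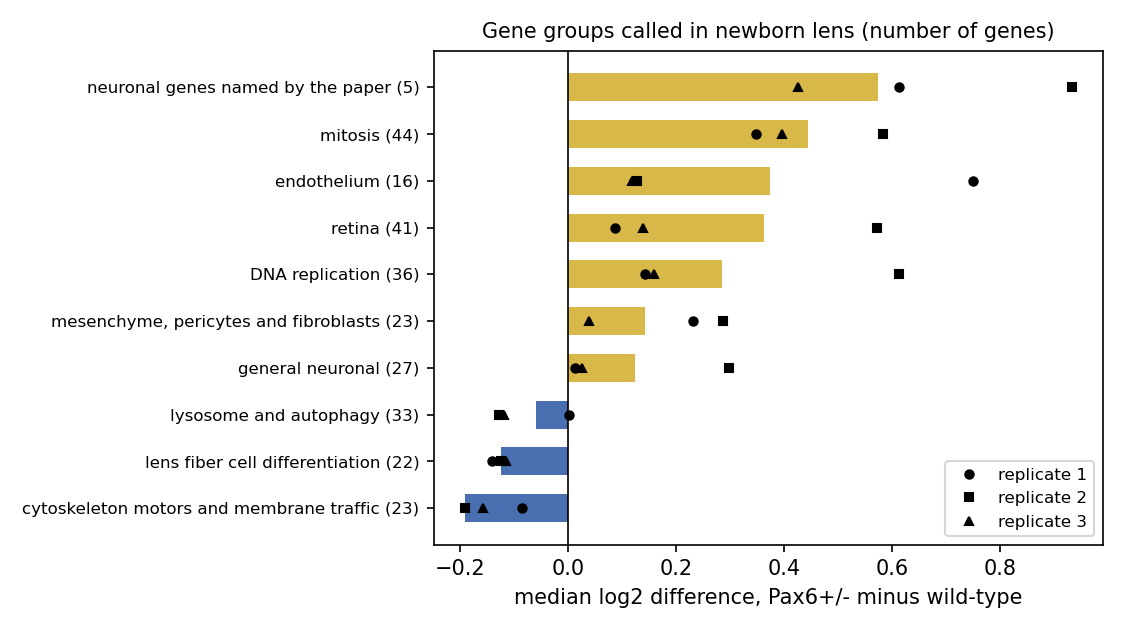
Gene groups that passed the camera test with a preset correlation of 0.01 in newborn lens. Bars give the median log2 difference of each group's genes, heterozygous minus wild-type, with the number of genes in brackets; symbols give the median for each pair of samples with the same replicate number. None of the groups passed with an estimated correlation.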

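Vcan (Cspg2), which encodes the proteoglycan versican, and Olfm3, an olfactomedin, had higher signals in Pax6 heterozygous lenses, and Igfbp5, Spock1, Spon1 and Tgfb2 lower ones. Vcan read 33.8 ± 19.0 in wild-type and 78.2 ± 23.2 in heterozygous lenses (SD, n = 3 mice each), and its 3 probe sets differed by 1.31, 1.31 and 1.49. Olfm3 read 212 ± 19.9 and 416 ± 104. Igfbp5, a binding protein of insulin-like growth factors, read 143 ± 39.6 and 61.4 ± 19.8 at the listed probe set (−1.24 ± 0.32, standard error) and 1181 ± 206 and 737 ± 238 at the brightest. Spock1, a testican, read 156 ± 18.4 and 78.5 ± 18.6, and Spon1, an F-spondin, 255 ± 20.3 and 139 ± 21.0 at the listed probe set and 6077 ± 399 and 5098 ± 662 at the brightest. The listed probe set of Tgfb2 read 451 ± 73.9 and 346 ± 48.9.

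None of the 6 passed the adjusted threshold with limma (adjusted p = 1.00). Of 46 extracellular matrix genes, 27 lay above 0, with a median of 0.09 (adjusted p = 0.0603, and 0.0156 with the replicate block, where adjusted p = 0.525 with an estimated correlation); 7 passed when adjusted over the list alone, 14 with the block, and 0 over all probe sets. Table S1 holds 12 of the 46, so the list is not independent of the study's choice.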

**Table 1:** A summary of genes regulated by Pax6 and studied as its candidate direct targets.

Gene	Function of the protein related to lens biology	Reference(s)
*Cspg2*	chondritoin sulfate proteoglycan 2 (versican), accumulation in the anterior lens capsules of the lenticular exfoliation syndrome (XFM)	[87]
*Igfbp5*	Insulin-like growth factor binding protein 5, participates in insulin signaling	[88]
*Mab21l2*	Mab21like2, expression of this gene in optic vesicle is required for lens placode formation	[28]
*Nrf2f*	Nuclear orphan zinc-finger containing receptor COUP-TF2	[30]
*Olfm3*	Olfactomedin 3, although weakly expressed in lens, Pax6 regulates its expressin in the embryonic brain	[89]
*Spag5*	Mitotic spindle-associated protein p126	[31]
*Spock1*	Sparc/osteonectin, cwcv and kazal-like domain proteoglycan 1 (testican). Mutations in a related gene, *Sparc* (osteonectin), cause abnormal lens development	[90]
*Spon1*	F-spondin, a secreted extracellular matrix protein, highly expressed in the embryonic lens	[91]
*Tgfb2*	TGF-β2, Tgfb2^−/−^ mouse embryos form corneal-lenticular stalks found in Pax6^+/−^ embryos	[45]

A subcategory “Eye development” within the GO Biological process (Fig. 2C) yielded four genes, *Mab21l2*, *NeuroD1*, *Nfil3*, and *Tgfb2*. 

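Neurod1, a basic helix-loop-helix factor of neuronal differentiation, read 135 ± 11.0 in wild-type and 220 ± 46.4 in Pax6 heterozygous lenses (SD, n = 3 mice each), a log2 difference of 0.69 ± 0.17 (standard error). Its dimmer probe set differed by 0.31. Nfil3, a bZIP transcription factor, read 29.3 ± 12.5 and 30.6 ± 13.5, a difference of 0.06 ± 0.42. The median of the 4 eye development genes was 0.38, with 3 above 0 and 1, Tgfb2, below.

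Neither Neurod1 nor Nfil3 passed the test with limma (adjusted p = 1.00). Over the 4 genes alone 2 passed, against 0 over all probe sets, and the paper chose these genes on the same samples, so this is not independent evidence. The difference of Nfil3 was −0.27 without wild-type replicate 3.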

The expression of Mab21l2 [28], a gene encoding a critical evolutionary conserved regulatory protein [29], is essential for lens development [28]. Thus, we added *Mab21l2*, a gene up-regulated in Pax6+/− lenses, to Table 1. 

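Mab21l2, a gene needed for lens and eye formation, read 643 ± 98.7 in wild-type and 1060 ± 222 in Pax6 heterozygous lenses (SD, n = 3 mice each), and was higher in heterozygous lenses in 3 of 3 same-numbered pairs. The log2 difference was 0.71 ± 0.20 (standard error). Its relative Mab21l1 read 131 ± 74.0 and 154 ± 115, a difference of 0.13 ± 0.60. Neither passed the adjusted threshold with limma (adjusted p = 1.00).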

To generate a more representative list of genes for subsequent studies, we added *Nr2f2* and *Spag5*, to the genes listed in Table 1. 

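Nr2f2, which encodes the orphan nuclear receptor COUP-TFII, had higher signals in Pax6 heterozygous lenses at all 3 of its probe sets. The listed probe set read 284 ± 36.2 in wild-type and 490 ± 121 in heterozygous lenses (SD, n = 3 mice each), a log2 difference of 0.77 ± 0.20 (standard error), and was higher in 3 of 3 same-numbered pairs. The brightest probe set read 379 ± 10.6 and 591 ± 201, and the dimmest 14.7 ± 4.35 and 19.4 ± 7.12. None passed the adjusted threshold with limma (adjusted p = 1.00).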

A nuclear orphan zinc finger-containing receptor Nrf2f2 (COUP-TF2) functions in mouse forebrain development [30], and its transcripts are upregulated in Pax6 heterozygous lenses. 

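Spag5, which encodes a protein of the mitotic spindle, read 391 ± 107 in wild-type and 240 ± 33.3 in Pax6 heterozygous lenses (SD, n = 3 mice each), a log2 difference of −0.67 ± 0.24 (standard error). Its second probe set differed by −0.75 ± 0.28 and the dimmest by 0.00. Most other genes of cell division lay in the other direction. Of 44 mitosis genes 41 were above 0, with a median of 0.44, among them Mki67, a marker of dividing cells (133 ± 82.1 and 239 ± 91.0), Cdca3 (95.5 in wild-type and 181 in heterozygous lenses) and Aurkb, a mitotic kinase (16.2 ± 4.58 and 27.3 ± 5.06). Of 36 DNA replication genes 34 were above 0, with a median of 0.28, among them Mcm6 of the replicative helicase (120 and 192), Pcna, the sliding clamp (697 and 944), and Gins1 (50.6 ± 14.6 and 79.2 ± 11.0).

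The mitosis genes rose as a group by camera (adjusted p = 3.59e-13; adjusted p = 0.392 with an estimated correlation), and so did the DNA replication genes (adjusted p = 9.72e-10; adjusted p = 0.392 with an estimated correlation). Table S1 holds 10 of the mitosis genes and 5 of the replication genes. Within genotypes, the mitosis median had a correlation of 0.489 with the retina median, 0.951 with the endothelium median and 0.710 with the macrophage median over the 6 samples. Same-numbered samples deviate together, so the 6 values are not independent and these correlations cannot be ranked. The number of mitosis genes higher in 3 of 3 same-numbered pairs was 27. Neither Spag5 nor any gene of these lists passed the adjusted threshold with limma (adjusted p = 1.00 for Spag5).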

Downregulation of mitotic spindle-asscociated protein p126, Spag5 [31], classified in the GO category Cell cycle (see Fig. 2C), was found in Pax6 heterozygous lenses. A recent study has shown that overexpression of Pax6 causes defects during mitosis [32].

Analysis of differentially expressed genes using the KEGG Pathway classification [27] shows that multiple components of MAPK (e.g. Fgf3, Fgf14 and Fin15), insulin signaling (Aksg, Igfbp5, Isl1, and Nrd1), TGF-β (e.g. Acvr1b, Tgfb1 and Tgfb2) and Wnt (Apc2, Wif1 and Wnt2b) signaling pathways are regulated by Pax6 at the RNA level (Table S1). 

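Of the genes named here, Wif1, a secreted Wnt inhibitor, Fgf3, a growth factor, and Tgfb1 had higher signals in Pax6 heterozygous lenses, and Acvr1b, an activin receptor, and Gsdme (Fin15), a gasdermin, lower ones. Wif1 read 12.5 ± 1.79 in wild-type and 20.4 ± 3.75 in heterozygous lenses (SD, n = 3 mice each), Fgf3 13.2 ± 0.969 and 17.8 ± 1.72, and Tgfb1 8.96 ± 0.225 and 11.7 ± 1.31. Gsdme read 621 ± 107 and 466 ± 62.5. The differences of Apc2 and Wnt2b were −0.21 ± 0.12 and −0.20 ± 0.12 (standard error), that of Ahsg, a fetuin, −0.24 ± 0.13, and that of Osbpl9, to which the array annotation assigns the Nrd1 probe set, −0.30 ± 0.11. Isl1, a LIM homeobox gene, read 16.6 ± 0.886 and 21.3 ± 2.25 at the listed probe set and 80.9 ± 26.2 and 82.5 ± 6.37 at the brightest.

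None passed the adjusted threshold with limma. As lists, the FGF and MAPK genes had a median of 0.04 (31 genes, adjusted p = 0.0878, and 0.0268 with the replicate block, where adjusted p = 0.503 with an estimated correlation), the TGF-beta and BMP genes −0.03 (37 genes, adjusted p = 0.653), the Wnt genes −0.02 (36 genes, adjusted p = 0.404) and the insulin and IGF genes 0.09 (25 genes, adjusted p = 0.590). In the FGF and MAPK list 1 gene, Fgf14, passed when adjusted over the list alone, 4 with the block, and 0 over all probe sets. The signals of Tgfb1, Apc2, Wnt2b and Ahsg lie near those of the olfactory receptor probe sets.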

Regulation of Tgfb2 by Pax6 was further examined as detailed below.

### Validation of microarray results by quantitative RT-PCR

Differential expression of nine genes, Cspg2, Igfbp5, Mab21l2, Nrf2f, Olfm3, Spag5, Spock1, Spon1 and Tgfb2 (Table 1), in Pax6 heterozygous lens was validated using quantitative RT-PCR. This analysis was carried out with cDNAs prepared from independent pools of RNAs, see Methods. The results (see Fig. 3) showed down-regulation of Igfbp5, Spag5, Spock1, Spon1 and Tgfb2, and up-regulation of Cspg2, Mab21l2, Nrf2f, and Olfm3 transcripts in Pax6 heterozygous lenses. As controls, expression of B2M, Hprt and Sdha was found virtually unchanged in total RNA samples prepared from wild type and Pax6 heterozygous lenses (data not shown).

**Figure 3:**
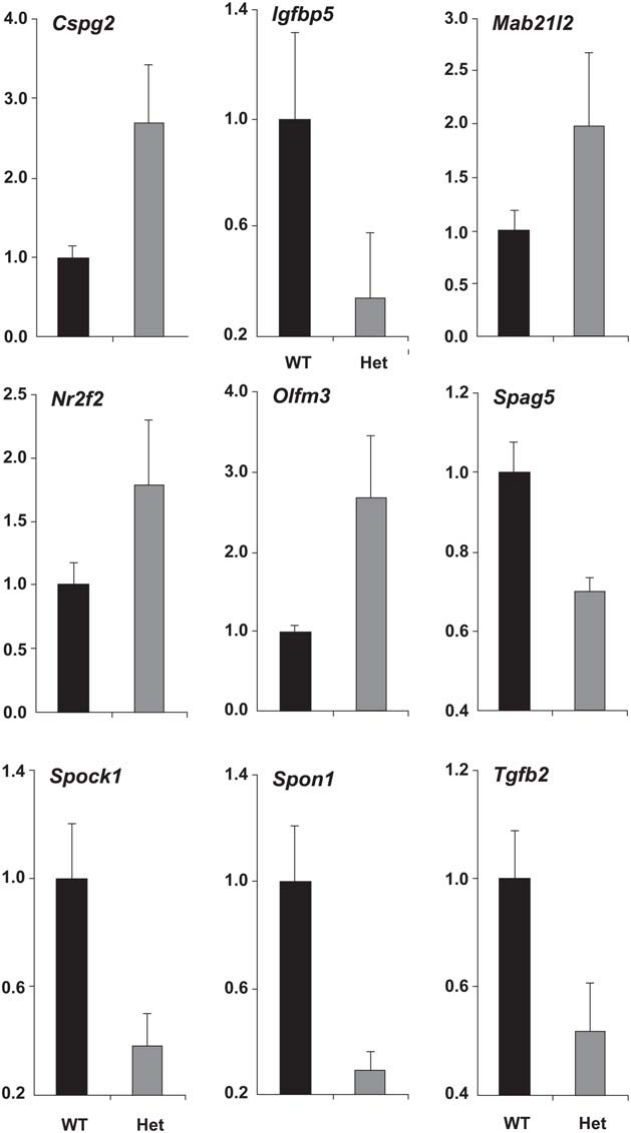
Verification of microarray results by qRT-PCR. Relative expression levels of Cspg2, Igfbp5, Mab21l2, Nr2f2, Olfm3, Spag5, Sparc, Spon1 and Tgfb2 transcripts in wild type (WT, shown in black) and Pax6^+/−^ (het, shown in grey) lenses were determined using qRT-PCR as described in Methods. Transcripts encoded by B2M, Hprt and Sdha, were tested as internal references [86], and all were found unchanged between the wild type and Pax6^+/−^ lenses. The data are expressed relative to the unchanged expression level of B2M transcripts.

To further validate the microarray results [33], we performed qRT-PCR analysis of expression of 15 additional genes. Three of these genes, Serpinb6b, Stmn2 and Sultx1, showed more than 2-fold increase/decrease of their expression in Pax6 heterozygous lenses. 

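Serpinb6b, a serine protease inhibitor, read 18.0 ± 1.14 in wild-type and 51.5 ± 6.18 in Pax6 heterozygous lenses (SD, n = 3 mice each), a ratio of 2.87. Stmn2, a microtubule-destabilizing stathmin of neurons, read 35.0 ± 8.70 and 71.0 ± 16.0, a ratio of 2.03. Sult5a1 (Sultx1), a sulfotransferase, read 39.4 ± 9.80 and 17.3 ± 4.19, a log2 difference of −1.18 ± 0.25 (standard error). The brightest probe set of Stmn2 differed by 0.32.

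In each of the 3 genes the values of the genotypes did not overlap, a pattern with a chance share of 10% per gene; the genes were listed in Table S1 for differing in these samples, so this is in part fixed by that choice. With limma the adjusted p was 0.180 for Serpinb6b and 1.00 for the other 2.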

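Cdh11, a cadherin of mesenchyme and neural cells, read 549 ± 45.9 in wild-type and 784 ± 64.1 in Pax6 heterozygous lenses (SD, n = 3 mice each), and Ctsh, a lysosomal cathepsin, 189 ± 15.9 and 225 ± 25.6. Aldh1a3, which makes retinoic acid, had the largest ratio of the group, 1.57, and Ctsh the smallest, 1.19. The 3 genes of chromosome segregation or DNA replication had low signals: Kif22, a kinesin of the spindle (30.7 ± 5.95 and 44.8 ± 2.43), Zw10, a kinetochore gene (23.2 ± 2.28 and 29.0 ± 2.39), and Wdhd1 (15.9 ± 1.84 and 21.1 ± 1.46). Rdm1, a gene of DNA repair, read 69.9 ± 2.16 and 93.6 ± 10.4. All 7 genes were higher in 3 of 3 same-numbered pairs, and in 6 of the 7 the values of the genotypes did not overlap, for which chance gives 10% per gene; the genes were listed in Table S1 for differing in these samples, so this is in part fixed by that choice. Of the 7, 4 had a median signal under 50. None passed the adjusted threshold with limma (adjusted p = 1.00 for each).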

Seven genes (Ctsh, Aldh1a3, Zw10, Wdhd1, Kif22, Rdm1 and Cdh11) showed 1.24 to 1.45-fold up-regulation. 

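Rock1, a serine/threonine kinase, read 130 ± 4.25 in wild-type and 113 ± 6.54 in Pax6 heterozygous lenses (SD, n = 3 mice each), the smallest ratio of the group at 1.15 lower. Camk1d, a calcium-dependent kinase, read 229 ± 19.1 and 134 ± 11.7, the largest at 1.70 lower. Acvr1b, an activin receptor, read 341 ± 60.7 and 243 ± 30.9, and Gaa, the lysosomal alpha-glucosidase, 81.9 ± 2.23 and 61.5 ± 6.85. Dnase2b, the nuclease that degrades DNA in lens fibers, was also lower. In 4 of the 5 genes the values of the genotypes did not overlap, for which chance gives 10% per gene; the genes were listed in Table S1 for differing in these samples, so this is in part fixed by that choice. With limma none of the 5 passed the adjusted threshold (adjusted p = 1.00 for each).

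The 33 measured genes of lysosomes and autophagy fell as a group by camera (median −0.06, 23 below 0, adjusted p = 0.0494; adjusted p = 0.438 with an estimated correlation). The lysosome call was lost when any sample but wild-type replicate 1 was left out, with adjusted p up to 0.525 without wild-type replicate 2. Idua, a lysosomal iduronidase, read 167 ± 26.7 and 116 ± 4.31. Table S1 holds 12 of the 33, so the list is not independent of the study's choice.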

Finally, five genes (Rock1, Dnase2b, Gaa, Acvr1b and Camk1d) showed 1.21 to 1.73-fold down-regulation in this system. Analysis of expression of these genes by qRT-PCR confirmed their deregulation in Pax6 heterozygous lenses (Figs. S2 and S3). In summary, using additional biological replicates, we positively validated differential expression of 25 transcripts of the 559 differentially expressed genes in Pax6^+/−^ lens.

### Identification of genes commonly regulated by Pax6 in mouse lens and brain

Both lens and brain are of the ectodermal germ layer origin. Specific roles of Pax6 were established in the development of both tissues [7], [34]. Taking advantage of expression data from mouse Pax6^Sey/Sey^ embryonic telencephalon [17], we next compared the 559 lens gene list (see above, Supporting information) with differentially expressed genes in E12 and E15 dorsal (cortex, Ctx), and E12 and E15 ventral (the ganglionic eminence, GE) telencephalon [17] as described in Methods. The results identified 178 genes, representing 31.8% of genes identified in Pax6 heterozygous lens, similarly deregulated in various compartments of the mouse telencephalon. Among those genes, kinesin family member 1B (Kif1b), a monomeric motor for anterograde transport of mitochondria [35], was downregulated in each of the five tissues (lens, E12 Ctx, E15 Ctx, E12 GE and E15 GE) examined (Fig. 4). In addition, expression of nine genes (Rdm1, Melk, Ctsh, Crlf3, Bdh, Gaa, Pygl, Celsr1 and Camk1d; see Fig. 4) was changed in lens and in three regions of the embryonic mouse telencephalon (Fig. 4). Similarly, from those 178 genes described above, 41 genes were changed in the lens and in two compartments/stages of the embryonic telencephalon. 

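Kif1b, a kinesin, read 493 ± 51.2 in wild-type and 390 ± 38.6 in Pax6 heterozygous lenses at the listed probe set (SD, n = 3 mice each), a log2 difference of −0.34 ± 0.14 (standard error, adjusted p = 1.00). Its brightest probe set read 581 ± 65.8 and 510 ± 67.0, and 5 dimmer ones differed by −0.07 to 0.10. Of 23 genes of cytoskeleton motors and membrane traffic 18 were below 0 and the median was −0.19. Myo5b, a myosin of recycling endosomes, read 111 ± 9.44 and 56.7 ± 5.20, and Ap3s2, a subunit of an adaptor complex, 122 ± 13.6 and 85.7 ± 9.52.

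The motor genes fell as a group by camera (adjusted p = 5.73e-05; adjusted p = 0.392 with an estimated correlation). Myo5b alone passed when adjusted over the list alone, 3 genes did so with the block, and 0 over all probe sets. Table S1, chosen on these samples, holds 14 of the 23, so the fall of the list is not independent evidence.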

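Of these genes, Melk, a kinase of dividing cells (15.1 ± 0.801 in wild-type and 20.5 ± 2.60 in Pax6 heterozygous lenses; SD, n = 3 mice each), and Crlf3, a cytokine receptor-like gene (21.0 ± 0.938 and 26.1 ± 2.12), had higher signals in heterozygous lenses, as did Rdm1 and Ctsh. Celsr1, a cadherin of planar cell polarity, read 769 ± 54.7 and 570 ± 46.4, Pygl, a glycogen phosphorylase, 302 ± 24.7 and 225 ± 25.8, and Bdh1, a ketone body dehydrogenase, 15.9 ± 0.146 and 13.4 ± 1.30. With Kif1b, these 10 genes stood at 4 higher and 6 lower, and in 9 of them the values of the genotypes did not overlap (chance gives 10% per gene). None passed the adjusted threshold with limma (adjusted p = 1.00 for each), and the study chose the genes on these samples. The telencephalon arrays are a separate data set.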

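Of the genes shown in Fig. 4, 20 had higher and 31 had lower signals in Pax6 heterozygous lenses. The higher group had log2 differences from 0.25 to 0.91 (median 0.46), the largest being that of Ano1 (Tmem16a), a calcium-activated chloride channel (58.3 ± 9.57 in wild-type and 109 ± 16.1 in heterozygous lenses; SD, n = 3 mice each). The lower group ran from −1.01 to −0.22 (median −0.36), with Slc38a5, an amino acid transporter (26.3 ± 9.90 and 12.5 ± 1.19), at the far end and Emid1 (Emu1), an extracellular matrix gene, at 294 ± 80.9 and 164 ± 21.1. Inpp4a, an inositol phosphatase, read 484 ± 52.4 and 395 ± 16.6.

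The values of the genotypes did not overlap in 17 of the 20 and 27 of the 31, for which chance gives 10%. A median signal under 50 was found for 10 and 16 of them. None passed the adjusted threshold with limma (adjusted p = 1.00 for each), and the study chose these genes on the same samples.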

Finally, 127 genes were changed in the abnormal mouse lens and in one stage/region of the telencephalon. A representative list of 19 genes from this group, organized into several functional subcategories, is shown in Fig. S4. Identification of a relatively high fraction of genes commonly regulated by Pax6 between two distinct mouse embryonic tissues suggests that Pax6 participates in similar regulatory events during both lens and forebrain development.

**Figure 4:**
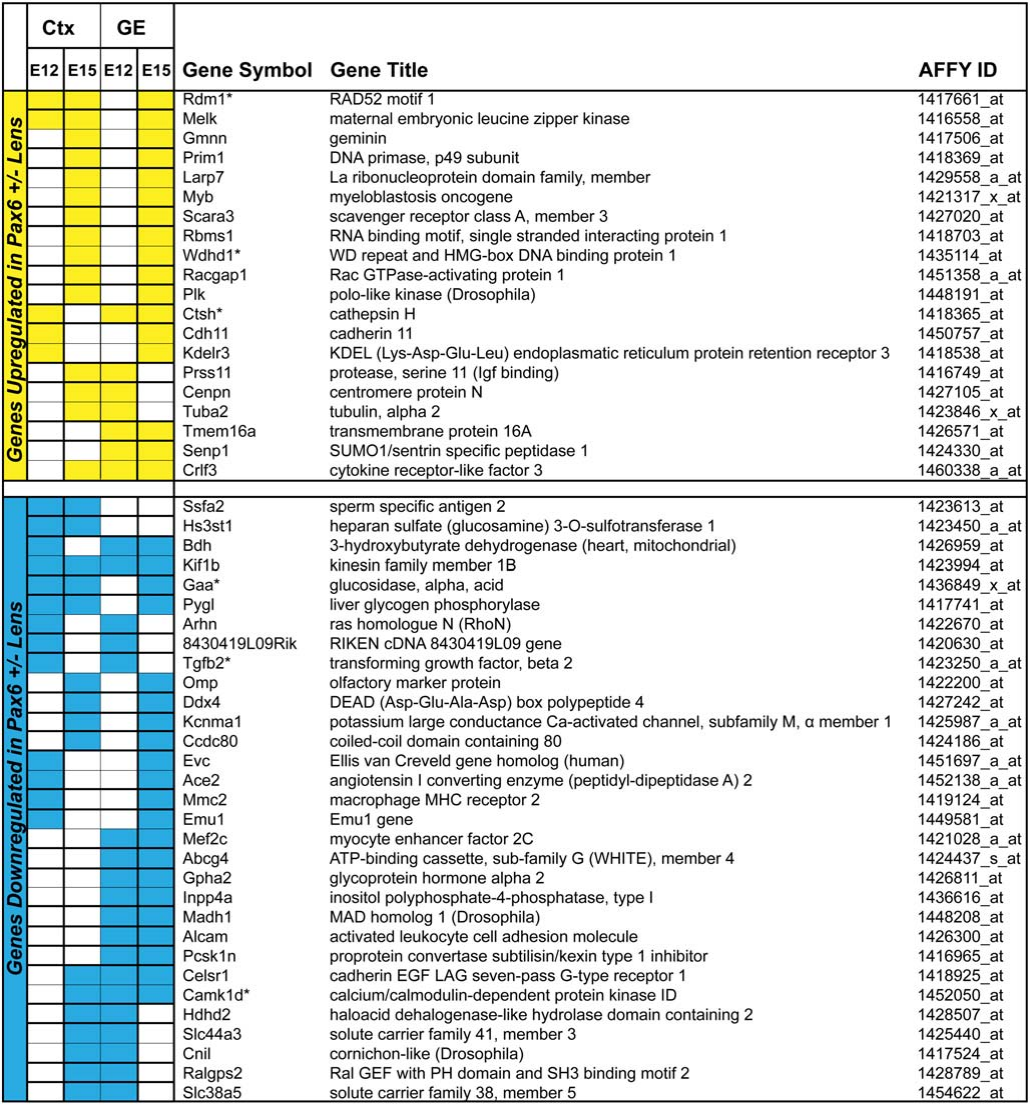
Comparison of differentially expressed genes between mouse lens and embryonic telencephalon. Identification of genes regulated by Pax6 in lens and in at least two regions of the developing telencephalon. Up-regulated (yellow) or down-regulated (blue) genes are grouped together. Differential expression of six genes (marked by asterisk) was validated by qRT-PCR as shown in Fig. 3 (Tgfb2), Fig. S2 (Rdm1, Wdhd1 and Ctsh), and Fig. 3 (Gaa and Camk1d), respectively.

As lens cells and cortical neurons represent distinct cell types, it is not surprising that the majority of 381 (68.2%) Pax6-differentially expressed genes in lens show “opposite” changes in their expression in Pax6 homozygous telencephalon [17]. The “opposite” changes represent contrasting up- and down-regulation of an individual gene or no-change in one tissue combined with either up- or down-regulation in the other system. 

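Among the genes listed as opposite in lens and telencephalon, those higher in Pax6 heterozygous lenses include Tox, an HMG box gene (114 ± 36.5 in wild-type and 179 ± 7.54 in heterozygous lenses; SD, n = 3 mice each), Olfm1, a secreted olfactomedin (93.5 ± 15.2 and 141 ± 6.48), and Kcnj10, a potassium channel (12.7 ± 0.931 and 19.6 ± 2.20). Those lower in heterozygous lenses include Tnfsf9, a TNF family ligand (32.6 ± 5.91 and 18.1 ± 3.40), Tom1l1 (Srcasm), an adaptor of Src kinases (297 ± 17.7 and 210 ± 31.3), and Tiparp, an ADP-ribosyltransferase (173 ± 18.2 and 140 ± 2.95). The values of the genotypes lay apart in 19 of 19 higher genes and in 11 of 12 lower ones, a pattern with a chance share of 10% per gene; the genes were listed in Table S1 for differing in these samples, so this is in part fixed by that choice. The adjusted p from limma was 1.00 for each gene named above. The median signal was under 50 in 9 of the 19 and 8 of the 12.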

A list of 31 genes up-/down-regulated in lens and in all four compartments of embryonic telencephalon is shown in Fig. 5. The function of Epha3, Necab2, NeuroD1, and Pygb (Fig. 5C), and their significance for telencephalic development is given in the Discussion.

**Figure 5:**
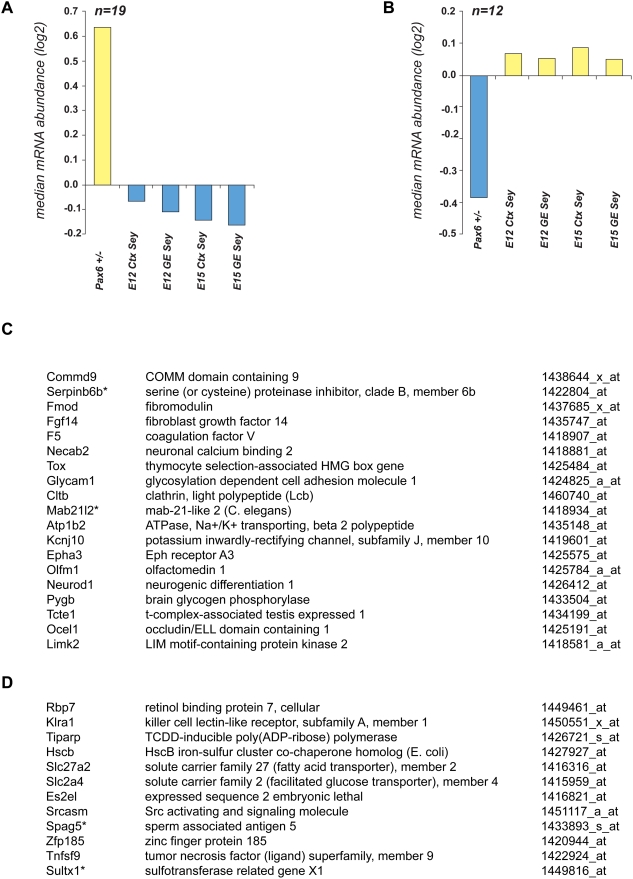
Identification of Pax6 target genes exhibiting opposite expression patterns between Pax6 ^+/−^ P1 lens and Pax6-null (*Sey*) telencephalon. (A) A graph with a median value of relative abundance of Pax6 targets positively regulated in Pax6^+/−^ P1 lens and negatively regulated or not activated in embryonic cortex (Ctx) and ganglionic eminence (GE) of Pax6-null mice (*Sey*). (B) A graph with a median value of relative abundance of Pax6 targets negatively regulated in Pax6^+/−^ P1 lens and oppositely regulated or not activated in embryonic cortex (Ctx) and ganglionic eminence (GE) of Pax6-null mice (Sey). (C) A list of genes corresponding to panel (A), n = 19. (D) A list of genes corresponding to panel (B), n = 12. Differential expression of four genes (marked by asterisk) was validated by qRT-PCR as shown in Figs. 3 (Mab21l2 and Spag5), Figs. S2 (Serpinb6b), and S3 (Sultx1), respectively. Note that within this group of 31 genes, at least six GO groups, Transport (GO:0006810), Signal transduction activation (GO:0004871), Cell adhesion (GO:0007155), Extracellular matrix (GO:0031012), Central nervous system development (GO:0007417), and camera-type eye development (GO:0043010), are represented by 5, 5, 2, 2 , 2 and 2 genes, respectively.

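The 19 genes of this group, among them Commd9, Neurod1 and Necab2, had a median log2 difference of 0.69 in Pax6 heterozygous lenses, with single genes from 0.35 to 2.29. Taken sample by sample against the wild-type mean, the medians of the 3 heterozygous samples were 0.68, 0.70 and 0.64 and those of the wild-type samples 0.00, −0.05 and 0.02. Ocel1, the gene with the smallest difference, read 9.63 ± 0.426 in wild-type and 12.3 ± 0.995 in heterozygous lenses (SD, n = 3 mice each). These signals lie near those of the olfactory receptor probe sets, where ratios are pulled toward 1, so the rank of Ocel1 is uncertain. With limma, 0 of the 19 passed the adjusted threshold, and 1, Commd9, did so with the replicate block. The genes were chosen on these samples for being higher, so the median is not independent evidence.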

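The 12 genes of this group, among them Sult5a1, Zfp185 and Tiparp, had a median log2 difference of −0.38 in Pax6 heterozygous lenses, with single genes from −1.18 to −0.24. The medians of the 3 heterozygous samples against the wild-type mean were −0.45, −0.36 and −0.37, and those of the wild-type samples 0.06, 0.08 and −0.06. Slc27a2, a fatty acid transporter, differed by −0.37 ± 0.11 (standard error). With limma, 0 of the 12 passed the adjusted threshold, and the group was chosen on these samples for being lower.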

### Identification of Pax6's presence in lens chromatin of five genes and identification of Pax6-binding sites in Mab21l2 and Tgfb2 loci

The list of differentially expressed genes in lens and telencephalon (see Supporting information) contains both direct and indirect Pax6 target genes. In a separate report (Y.Y., and A.C., unpublished data), we assessed whether *Cspg2*, *Igfbp5*, *Mab21l2*, *Nrf2f*, *Olfm3*, *Spag5*, *Sparc1*, *Spon1* and *Tgfb2* genes (Table 1) are Pax6-direct targets by chromatin immunoprecipitation coupled to DNA microarray analysis (ChIP-on-chip) of chromatin obtained from newborn mouse lens. Within this group, the arrays identified presence of Pax6 in five genes, *Cspg2*, *Mab21l2*, *Olfm3*, *Spag5*, and *Tgfb2* (see Figs. S5,S6,S7,S8, and S9, respectively). To confirm Pax6 in these five loci, qChIP assays were performed using primers corresponding to the “peak” regions and surrounding regions in the same locus. The results (see Fig. 6) confirmed presence of Pax6 in genomic regions predicted by the ChIP-on-chip data.

**Figure 6:**
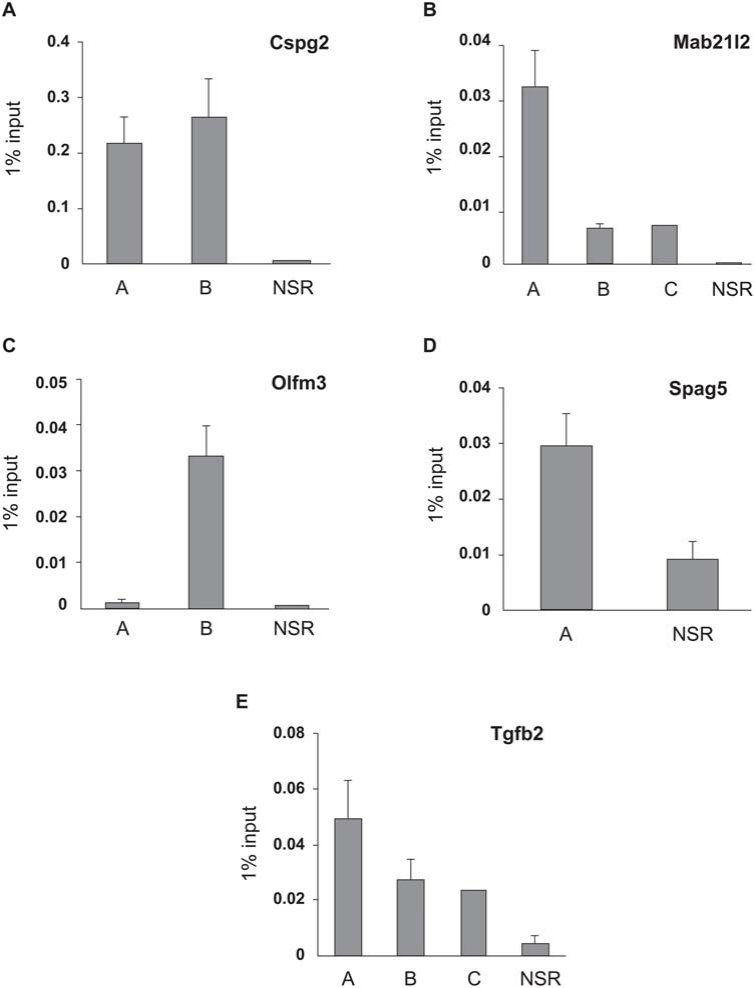
Validation of Pax6-binding to *Cspg2*, *Mab21l2*, *Olfm3*, *Spag5*, and *Tgfb2* loci by qChIP. A) Confirmation of Pax6-binding in the promoter and 5 kb distal region of *Cspg2/Vcan* locus in lens chromatin. B) Confirmation of Pax6-binding in three regions (both 5′ and 3′ of the start site of transcription) of *Mab21l2* locus in lens chromatin. C) Confirmation of Pax6-binding in the promoter of *Olfm3* locus in lens chromatin. D) Confirmation of Pax6-binding in the promoter of *Spag5* locus in lens chromatin. E) Confirmation of Pax6-binding in the promoter and 5 kb distal region of *Tgfb2* locus in lens chromatin. The relative enrichments are shown as 1% of the input. The “peak” regions (A, B and C) and no-signal regions (NSR) are shown in Supporting Information.

Direct binding of Pax6 in Mab21l2 and Tgfb2 genes in lens chromatin suggests two novel regulatory mechanisms for embryonic eye development (see Discussion). Therefore, we wanted to localize the putative Pax6-binding sites within the regions occupied by Pax6 in lens chromatin. Using the 20 base pair Pax6 PD “consensus” sequence [36] and a 20 bp Pax6-specific derivative of the 17 base pair PHO (PD/HD) *Drosophila* paired “consensus” [37] described in Methods and in Fig. S10, we identified five putative Pax6-binding sites corresponding to the “peak” regions identified by ChIP-on-chip in Mab21l2 and seven Pax6-binding sites in Tgfb2 loci, respectively. Based on these 12 predicted binding sites, we prepared 11 probes for EMSAs (see Fig. S10 and Table S4). As candidate sites 11 and 12 in the Tgfb2 Pax6-binding region were close to each other, a single probe was used. The P6CON probe was used to determine the optimal concentration range of GST-Pax6 recombinant proteins, PD and PD/HD, needed to detect specific protein-DNA complexes as we described earlier [15], [38]. Five of eleven probes tested (probe 1, 5, 6, 8 and 11/12, Fig. S10) generated specific protein-DNA complexes that were reduced in the presence of an excess of P6CON cold oligonucleotide competitor, as shown in Fig. 7. Each probe was incubated with similar amounts of recombinant GST-Pax6 proteins; however, the exposure times ranged from 10 to 21 hours, compared to the 2.5 hour exposure needed to visualize Pax6-binding to the “optimal” P6 CON probe. These results identified at least one Pax6-binding site from major ChIP-on-chip “peaks” and showed that the binding affinities of the natural Pax6-binding sites were lower compared to the P6CON. In addition, two probes, site 1 and 5, showed increased affinity towards Pax6-PD/HD compared to PD alone, showing that the internal HD modulates the DNA-binding properties of the PD as described for structurally similar Pax3 proteins [39]. The identification of six “false” positives further underscores the need to improve prediction of Pax6-binding sites in regulatory regions of its candidate direct targets [15], [18], [20], [40]

**Figure 7:**
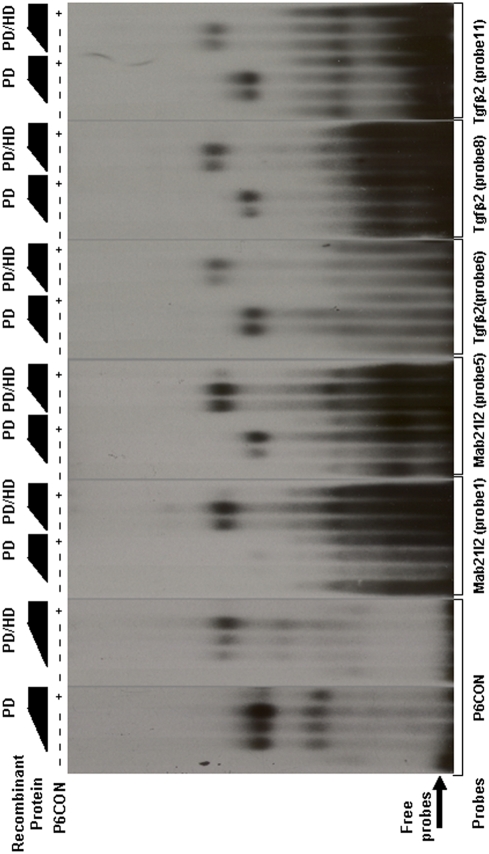
EMSAs with five Pax6-binding sites confirmed by qChIP in *Mab21l2* and *Tgfb2* loci. P6CON, Mab21l2 (sites 1 and 5), and Tgfb2 (site 6, 8 and 11/12) formed specific complexes with recombinant Pax6 GST-PD and GST-PD/HD proteins. The individual autoradiograms were exposed for 2.5, 15, 15, 10, 21 and 10 hours, respectively. 50 ng (approximately 50∶1 molar ratio with the radioactive probe) P6CON ds oligonucleotide competitor was added as indicated to demonstrate specificity of individual complexes.

## Discussion

A major question in developmental biology is to elucidate the function of lineage-specific DNA-binding transcription factors encoded by “stage-selector” genes, such as *Gata1*, *HNF4α*, *MyoD*, *Mitf*, *Nr2e3*, *Nrl*, *Oct4*, *Pdx1*, *PU.1*, *Pax5/BSAP*, *Pax6*, *Runx1*, *Runx2* and *Sox9*, in various cell types. Here, we examined the function of Pax6 in mouse lens development by identifying batteries of genes differentially expressed in Pax6 heterozygous lens; Pax6 homozygous embryos (*Sey/Sey*) do not form any lens [41]. No lens progenitors are formed in the pre-placodal region surrounding the neural plate of the Pax6^−/−^ mouse embryo [42], thus precluding such analysis. As a significant portion of these “stage-selector” genes are expressed in multiple developing lineages, (e.g. Pax6 is expressed in surface ectoderm giving rise to the lens and cornea, in the optic vesicle from which the retina forms, in the neural plate and neuronal progenitor cells, in the olfactory epithelium, in the anterior pituitary primordium and endocrine pancreas [43]), we wanted to determine if there is any overlap between Pax6's functions in the lens and in another tissue, the embryonic telencephalon.

### Lens- and telencephalon-specific developmental programs regulated by Pax6

Using the Pax6 lens haploinsufficiency experimental model, we identified 559 genes differentially expressed between wild type and Pax6 heterozygous newborn mouse lens. We then took advantage of similar analysis in telencephalon microdissected into the cortex and ganglionic eminence (GE) in *Sey/Sey* mouse embryos [17] for data comparison. We found that approximately 1/3 of these genes differently expressed in Pax6 haploinsufficient lens were similarly up- or down- co-regulated in four samples dissected from mouse E12 and E15 telencephalon. These 178 genes represent a diverse group in terms of established and/or putative functions of their encoded proteins.

Within this group, we found that a locus encoding TGF-β2, which was positively regulated by Pax6 (Fig. 3), was occupied by Pax6 in lens chromatin (Fig. 6). In addition, using *in vitro* assays, we identified at least three Pax6-binding sites (Fig. 7) in the Tgfb2 promoter region (−7.5 to +2.5 kb) from two “peaks” identified by ChIP-on-chip followed by qChIP confirmations. Furthermore, the expression patterns of Pax6 and TGF-β2 overlap in the mouse lens [44]. Both Tgfb2^−/−^ and Pax6^+/−^ mouse embryos show similar defects in their eyes; specifically, the lens does not separate from the cornea [21], [23], [45]. Loss-of-function of the TGF-β receptor, Tgfbr2, in mouse E15 and E18 embryos resulted in perturbed expression of Pax6 in the embryonic retina while lens was not analyzed [46]. A recent study has shown repression of Pax6 promoter via TGF-β signaling [47]. Thus, present data combined with a genetic link between Pax6 and Tgfb2 [44]–[46] suggest a regulatory feedback that may directly participate in fine tuning of Pax6 expression in differentiating lens fiber cells [43] and during cortical neurogenesis [48]–[50].

Approximately 2/3 of genes studied here were not co-regulated in lens and telencephalon. This analysis suggests that Pax6 actively promotes expression of specific genes in one tissue, i.e. embryonic cortex, while simultaneously repressing their expression in a different cell type, i.e. lens. Thus, it appears that dual functions of Pax6 as a stage-selector gene are to “unfold” a specific developmental program and suppress this specific program in different cellular contexts. For example, transcripts encoding Cspg2, Mab21l2, Olfm3 and Nr2f2 were up-regulated in Pax6 heterozygous lenses (Fig. 3) while down-regulated in mouse *Pax6 ^−/−^* E12 cortex [17].

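Epha3, an ephrin receptor, read 18.3 ± 1.40 in wild-type and 25.7 ± 1.87 in Pax6 heterozygous lenses (SD, n = 3 mice each). Necab2, a calcium-binding gene of neurons, read 38.7 ± 11.0 and 61.5 ± 8.25, and Pygb, the brain glycogen phosphorylase, 151 ± 15.6 and 197 ± 13.2. With Neurod1 and Nr2f2, the 5 measured genes that the paper names as neuronal and higher had a median log2 difference of 0.57, and all 5 lay above 0.

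As a list the 5 genes rose by camera (adjusted p = 9.72e-10; adjusted p = 0.245 with an estimated correlation). None passed over all probe sets with limma (adjusted p = 1.00 for each), and 4 did so when adjusted over the list alone. The paper named these genes after seeing the same samples, so their common direction is not independent evidence.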

The examples of neuron-specific genes include *NeuroD1*, *Epha3*, *Necab2* and *Pygb*, all upregulated in Pax6 heterozygous lens and downregulated in both compartments of the E12/15 Pax6 homozygous telencephalon (see Fig. 5C). Up-regulation of these genes in Pax6^+/−^ lens suggests that Pax6 suppresses expression of these neuron-specific genes. NeuroD1 is a key transcription factor that controls neuronal differentiation in the cortex [51]. *Epha3* encodes ephrin type-A receptor 3, which acts as an axon guidance molecule [52]. The neuronal Ca2+ binding protein (Necab2) interacts with the adenosine A receptor and modulates its function [53]. A similar gene, *Necab*, has been shown as a Pax6-direct target in the optic vesicle and forebrain [54]. *Pygb* encodes brain-specific phosphorylase [55]. Similarly, in the ventral telencephalon (GE), expression of Epha3, NeuroD1, Nr2f2, and Snca is downregulated in Pax6 null embryos [17]. Nr2f2 regulates diencephalic differentiation [30]. *Snca* encodes α-synuclein neurotransmitter that regulates dopamine release and transport [56].

### Novel insights into genetic networks regulated by Pax6

The ability of an individual regulatory protein to activate and suppress mutually exclusive developmental programs could be a much broader property of the “stage-selector” class of regulatory genes, supported by RNA profiling studies of transcription factors HNF4α in liver, small intestine and fetal colon [57], [58], Crx in embryonic E10.5 retina and adult brain [59], and Runx2 in bone and tooth development [60]–[63]. During hematopoiesis, PU.1 appears to both activate the myeloid differentiation while suppressing the erythroid program [64]. Pax5/BSAP is essential for B-cell development and suppression of alternative cell fates [65]. A recent ChIP-on-chip study of Pax5/BSAP in B-cell development identified binding of this factor during B-cell development [66] consistent with Pax5/BSAP acting as both a transcriptional activator (56%) and a transcriptional repressor (44% of genes), respectively [67]. In retinal progenitor cells, Pax6 also plays dual roles as it is required for both multipotency of these cells and suppression of the premature activation of the photoreceptor-specific differentiation program [68]. Here we show that a complex analysis of differentially expressed genes in lens compared to four related telencephalic samples provide evidence for dual activities of Pax6 both to promote and suppress mutually exclusive developmental programs, during lens and forebrain development. Nevertheless, our data show that there is still a significant fraction of genes that appear to be similarly co-regulated by Pax6 in both systems. Thus, this dual function may be a general property of many other lineage-specific DNA-binding transcription factors.

Although we assume that “stage-selector genes” initiate distinct developmental programs through their activities as transcriptional activators and/or repressors, it is not well known which initial targets have to be activated or repressed to achieve formation of committed cell progenitors. Previous studies have suggested that Pax6 directly or indirectly regulates expression of DNA-binding transcription factors Six3, Sox2, Pitx3, Prox1, Sox1, and c-Maf [7], Sox11 [69] as well as transcriptional co-activators Eya1, Eya2 [70] and a co-repressor Dach1 [71] during early stages of lens development, i.e. lens placode and lens vesicle formation. 

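Of 13 lens transcription factors named in the paper, 5 lay above 0 and 8 below, with a median log2 difference of −0.05. Six3 read 402 ± 43.8 in wild-type and 421 ± 56.3 in Pax6 heterozygous lenses (SD, n = 3 mice each), Sox2 400 ± 50.6 and 342 ± 40.3, and Prox1, a factor of fiber differentiation, 475 ± 160 and 416 ± 140. Pitx3 and Foxe3, which are needed for lens development, differed by −0.02 ± 0.13 and −0.16 ± 0.20 (standard error), Maf by −0.29 ± 0.26, Sox1 by 0.03 ± 0.12 and Sox11 by 0.48 ± 0.46. Eya1, Eya2 and Dach1, of the retinal determination network, differed by −0.05, −0.24 and 0.10. None passed the adjusted threshold with limma (adjusted p = 1.00 for each), and the list was not called by camera (adjusted p = 0.373). Of the 13, 7 had a median signal under 50, and the signals of Sox1, Eya1, Eya2 and Foxe3 lay near those of the olfactory receptor probe sets, where a change can go undetected, so a difference in these genes is not ruled out.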

The present study did not identify any novel gene that could be definitively linked to this critical stage of lens development as this would require more direct analysis of gene expression during the formation of lens placode.

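Myb, which encodes a transcription factor of proliferating progenitor cells, read 1021 ± 147 in wild-type and 1405 ± 119 in Pax6 heterozygous lenses (SD, n = 3 mice each), and was higher in 3 of 3 same-numbered pairs. The log2 difference was 0.47 ± 0.15 (standard error), and it did not pass the adjusted threshold with limma (adjusted p = 1.00).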

Interestingly, up-regulation of DNA-binding transcription factor Myb was found in lens and E15 cortex/GE (Fig. 4). In neuroretinal development, Myb positively regulates the Pax6 promoter [72]. Thus, it is possible that up-regulation of Myb in Pax6 heterozygous lens can be used as a compensatory mechanism to increase Pax6 expression to correct the haploinsufficiency effect.

In addition, our data identified perturbed expression of a number of genes that participate in a large number of signal transduction pathways (see Fig. 2C and Fig. S2). Pax6 expression is regulated via TGFβ/BMP [73] and FGF signaling [74]. In addition, it has been shown that expression of a reporter gene activated by multiple copies of retinoic acid-responsive elements (RAREs) was reduced in Pax6^Sey/+^ embryos [13]. Loss of Raldh3 expression in the surface ectoderm of rat Pax6 homozygous embryos (*rSey/rSey*) suggest this enzyme as Pax6 regulated gene [12]. In the present study we also found perturbed expression of Raldh3/Aldh1a3 in Pax6 heterozygous lens (see Fig. S3); however in the opposite direction. 

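Aldh1a3, a retinaldehyde dehydrogenase, read 31.2 ± 7.06 in wild-type and 49.0 ± 8.68 in Pax6 heterozygous lenses (SD, n = 3 mice each), a log2 difference of 0.67 ± 0.22 (standard error). Cyp1b1, a cytochrome P450 of the eye, read 27.8 ± 3.80 and 75.8 ± 36.9, and Cyp26a1, which degrades retinoic acid, 16.5 ± 1.08 and 12.2 ± 1.53. Aldh1a7 read 1365 in wild-type and 956 in heterozygous lenses. Rbp7, a retinol-binding gene, differed by −0.24 ± 0.12.

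Of 21 genes of retinoic acid metabolism and response, 14 lay above 0 and the median was 0.14 (adjusted p = 0.143 by camera). No gene of the list passed the adjusted threshold with limma (adjusted p = 1.00 for those named).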

Retinoic acid (RA) signaling is required for lens placode invagination and separation of the lens vesicle from the surface ectoderm [7]. The present data suggest that Pax6 modulates expression of various previously unknown genes that participate in FGF, RA, TGFβ/BMP, and Wnt signaling pathways, both in lens and embryonic forebrain.

Specifically, we found that Mab21l2 is upregulated in Pax6 heterozygous lens (Fig. 3), and we identified promoter-proximal regions occupied by Pax6 in lens chromatin (Fig. 6). In addition, we identified two Pax6-binding sites in *Mab21l2* locus (Fig. 7). Although Mab21l2 is weakly expressed in lens, it is highly expressed in the optic vesicle/cup [28]. Expression of Mab21l2 in the optic vesicle is required for the formation of lens placode; however, its expression is not reduced in optic vesicles of *Sey/Sey* mouse embryos [75]. Thus, the present data suggest that Mab21l2 expression is directly suppressed by Pax6 in the lens but not regulated in the optic cup. At the molecular level, Mab21l2 may inhibit function of BMP4 signaling via direct binding to Smad1 [76]. BMP4 signaling is essential for expression of Pax6 in the lens placode [73]. Collectively, the available data suggest that in order to serve such unique roles in embryonic development, Pax6 both selectively responds to upstream extracellular cues, and modulates signal transduction pathways that function in various stages of lens development by positively (negatively) regulating expression of TGF-β2 (Mab21l2) as well as many other genes (see Fig. 5 and Fig. S4), respectively.

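Dnase2b, the nuclease that degrades DNA when lens fibers lose their nuclei, read 793 ± 156 in wild-type and 554 ± 86.5 in Pax6 heterozygous lenses (SD, n = 3 mice each), a log2 difference of −0.51 ± 0.19 (standard error, adjusted p = 1.00 with limma). Of 22 measured genes of lens fiber differentiation 17 were below 0, with a median of −0.12. Cap2, an actin-binding gene, read 832 ± 232 and 589 ± 147, and Gja3, which encodes connexin 46 of fiber cells, 503 and 348. The 14 crystallin genes had a median of −0.03 (9 below 0, adjusted p = 0.574); their signals lie near the top of the array's range, where a change can go undetected.

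The fiber genes fell as a group by camera (adjusted p = 0.0494; adjusted p = 0.482 with an estimated correlation), and that call was lost when any 1 of 4 samples was left out, with adjusted p up to 0.578 without heterozygous replicate 1. No fiber or crystallin gene passed the adjusted threshold alone.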

Within the group of 15 genes used for additional validations, Dnase2b was examined (Fig. S3). DNase IIβ is an enzyme critical for lens terminal differentiation [77], [78]. Reduced expression of Dnase2b transcripts was also observed in an earlier microarray study of the lens-specific knock out of AP-2α gene [79]. Thus, it appears that Dnase2b is genetically downstream of two important regulators of lens development, Pax6 and AP-2α [7].

Our previous efforts to identify genes regulated by Pax6 in lens used much larger quantities of total RNA (∼5 µg/sample) obtained from 6-week old lenses [80]. In addition, the experiments were preformed as *technical* replicates, hybridized using dual-color in house-produced cDNA microarrays, and analyzed using an abandoned fold-change approach. In contrast, in the current study, we used *biological* replicates, common Affymetrix platform and consensual statistical methods of data analysis [33]. Additional experiments using biological replicates and materials prepared from 6-week lenses would be necessary to achieve a direct comparison of differential gene expression in 1-day and 6-week old Pax6 heterozygous lenses.

### Integration and comparison of multiple approaches to study Pax6-dependent networks

A summary of multiple strategies to identify top candidate genes regulated by Pax6 is shown in Fig. 8. The left arm of the diagram illustrates a procedure to identify a relatively small number of genes that deserve further attention to understand their function and regulation during lens development. The right arm of the analysis shows a parallel approach that considers both shared and opposite (suppression-activation) Pax6's functions in embryonic lens and cortical development. We also included data from a recent study in which 82 Pax6-regulated genes emerged from high-throughput *in situ* hybridization studies using an atlas of ∼1,000 spatial gene expression patterns of the midgestation mouse embryo [18]. Of these 82, eight genes, i.e. Cdh8, Fgf14, Gabrg2, Neurod1, Neurod6, Pde1c, Tmem2 and Wnt2b, were found common between 381 differentially expressed genes identified here with opposite trends responding to the loss of Pax6 function in newborn mouse lens and embryonic cortex. 

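Of the genes named here, Cemip2 (Tmem2), a hyaluronidase of the cell surface, read 46.4 ± 5.92 in wild-type and 66.6 ± 7.34 in Pax6 heterozygous lenses (SD, n = 3 mice each), and Fgf14 and Neurod1 were higher as well. Pde1c, a calmodulin-dependent phosphodiesterase, read 14.2 ± 0.958 and 10.4 ± 1.46, and Neurod6, a neuronal transcription factor, 9.80 ± 0.795 and 8.28 ± 0.774. Cdh8, a cadherin of the brain, read 8.68 ± 0.375 and 8.49 ± 0.415, a log2 difference of −0.03 ± 0.11 (standard error). Wnt2b was lower in heterozygous lenses. None of the 7 measured genes passed the adjusted threshold with limma, and 5 of the 7 had a median signal under 50. The signals of Cdh8, Neurod6 and Wnt2b lay near those of the olfactory receptor probe sets, where a change can go undetected.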

At present, the end-points of the RNA expression profiling/ChIP approach (present study) and *in situ* hybridization studies [18], are experimental validations of candidate Pax6-binding sites using EMSAs. This is a necessary but not a sufficient step to further proof that Pax6 is indeed a direct regulator of expression of the gene of interest in a specific cell type.

**Figure 8:**
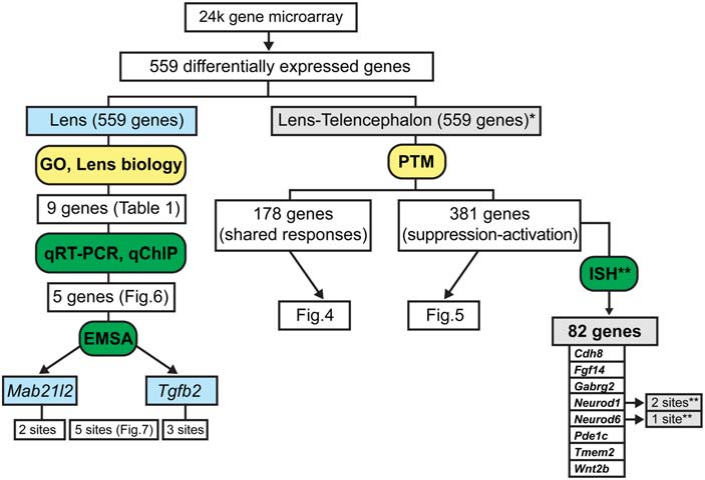
A schematic diagram of computational, analytic and confirmatory strategies. The predicted Pax6-targets were validated by qRT-PCR, qChIP and EMSAs. The left arm of the diagram illustrates a strategy focusing on genes with established roles in the lens. The right arm shows a parallel strategy based on comparative expression profiling in lens and embryonic telencephalon. (*) represent data from [17], (**) represent data from [18]. In situ hybridization data, ISH; Pavlidis Template Matching, PTM; shared responses, S; suppression-activation, SA.

One of the major limitations of genome-wide studies of embryonic development is the limited availability of adequate biological materials. Tissue and organ development depend on formation of multiple cell progenitors of different embryonic origins and their mutual interactions in a complex three-dimensional landscape mediated by short-, mid- and long-range signaling [81]. The major advantage of studying the role of Pax6 during lens development is that the ocular lens is comprised of cells of a single embryonic origin making it relatively easy to isolate pure tissue to obtain RNA and chromatin for genome-scale studies. A development of alternate technologies to process and analyze the ChIP studies, such as ChIP-seq [82] will allow identification of those genomic regions such as distal 5′- and 3′-enhnacers occupied by Pax6 that are not included in the ChIP-on-chip promoter arrays. Future studies will be aimed to probe the molecular mechanism of Pax6 using a selected group of putative target genes identified in this study.

## Materials and Methods

### Immunohistochemistry

Eyes were obtained from Pax6^lacZ/+^ mice [6] and normal littermates at postnatal day (P) 1. The genotypes were determined by PCR analysis on DNA extracted from the tail. For PCR analysis the following primers were used: sense 5′-CCGGCCGCTTGGGTGGAG- 3′, antisense 5′-CGG TCCGCCACACCCAGC- 3′. After enucleation, the eyes were fixed for 24 h in 4% paraformaldehyde, washed extensively in phosphate buffered saline (PBS), incubated in ascending (10%, 20%, 30%) concentrations of sucrose/PBS for 8 h to overnight at 4°C and shock frozen in tissue freezing medium (DiaTec, Hallstadt, Germany). Sections of 10–12 µm were cut at −30°C, washed three times in PBS (5 min each), and blocked with 2% BSA in PBS (45 min at room temperature). The primary Pax6 antibody (Eurogentec, Seraing, Belgium) was diluted (1∶50) in blocking solution and incubated at 4°C overnight. After three washes in PBS (5 min each), the secondary antibody, diluted in blocking solution, was applied for 1 h (Alexa 488, goat anti rabbit, 1∶1000, Invitrogen, Karlsruhe, Germany). After three washes with PBS, counterstaining was performed with DAPI and the sections were embedded with fluorescent mounting medium (Dako, Hamburg, Germany).

### DNA microarray hybridizations

Total RNA was isolated from individual wild type (NMRI background) and Pax6 heterozygous (Pax6^lacZ/+^) 1-day old lenses (2 lenses from the same mouse per sample) using the RNeasy MiniElute Kit (Qiagen, Valencia, CA) according to manufacturer's instructions. RNA quality was determined with an Agilent 2100 Bioanalyzer and cDNAs were then generated with the Ovation™ Biotin RNA amplification and Labeling System (Nugen, San Carlos, CA) using 50 ng of RNA according to the manufacturer's protocol. Three biological replicates were subsequently hybridized on Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, CA). Animal husbandry and experiments were conducted in accordance with the approved protocol of the Albert Einstein College of Medicine Animal Institute Committee and the ARVO Statement for the use of animals in Ophthalmic and Vision Research.

### Bioinformatic tools and statistical filtering of RNA microarray results

Genes/mRNAs differentially regulated between wild-type and heterozygous (Pax6^+/−^) P1 lens were identified using triplicate sets of Robust multichip average (RMA)-normalized Affymetrix CEL files [83] by Student's T-test (p<0.10) and by Pavlidis Template Matching (PTM, p<0.05) [84]. Primary data from this study were deposited in the NCBI Gene Expression Omnibus database under accession number GSE13244. The R-based extension to GeneSpring 7.2 (Agilent Technologies, Santa Clara, CA) was used to create a boxplot representation of 559 Pax6 target genes in Fig. 1A, to generate a five-number summary including the smallest observation, lower quartile, median, upper quartile, largest observation, and indicates outlier observations. The comparison of mRNA profiles between the lens and the telencephalon was performed using PTM (p<0.05) of the Multi-experiment Viewer of the TIGR TM4 Analysis package [84]. The GO and KEGG pathway functional annotations were performed using the FatiGO+ tool of the Babelomics suite [27]. The ChIP-on-chip data (Figs. S5,S6,S7,S8, and S9) were analyzed through Model-based Analysis for Tiling arrays, MAT [85] and Integrated Genome Browser (Affymetrix).

### Quantitative RT-PCR (qRT-PCR)

Relative expression levels of ten genes encoding Cspg2, Igfbp5, Mab21l2, Nr2f2, Olfm3, Pax6, Spag5, Spock1, Spon1 and Tgfb2 in WT and Pax6^+/−^ lenses were determined using qRT-PCR (see Table S3 for oligonucleotides). For data normalization, expression of three reference genes, B2M, HPRT and SDMA was examined. Total RNA was isolated using Trizol® Reagent (Invitrogen, Carlsbad, CA), according to the manufacturer's instruction and digested with DNase I (Promega, Madison, WI). cDNA was subsequently generated with oligo(dT_20_) primers (Invitrogen) and Superscript ™ III Reverse Transcriptase (Invitrogen), according to the manufacturer's protocol. The cDNA was diluted 10 times and qRT-PCR was conducted using an Applied Biosystems (ABI, Foster City, CA) 7900HT fast Real-Time PCR system with Power SYBR® Green PCR master mix (ABI). qRT-PCR was conducted with the primers shown in Table S2. The primers were designed using Primer3 and cross-checked by NCBI BLAST. Transcripts encoding B2M, SDHA, and HPRT [86] genes were used for normalization of expression levels in Pax6 heterozygous lenses. As no significant changes of expression of B2M, SDHA and HPRT were found, the final data were expressed relative to the expression level of B2M. RNAs prepared from three biological replicates were analyzed as shown in Figs. 2 and 3. Different RNA preparations were used to evaluate expression levels of 15 genes shown in Figs. S2 and S3 (see Table S3 for oligonucleotides).

### Chromatin Immunoprecipitations (ChIPs)

For the ChIP-on-chip studies, the “standard” assays using chromatin prepared from 20 lenses [22] were scaled up 5-times to proceed with the chromatin obtained from 100 lenses (CD-1 mouse, Charles River Laboratories, Wilmington, MA). Three biological replicates were performed and analyzed. The complete analysis will be published elsewhere. For quantitative ChIPs, 40 microdissected P1 lenses were crosslinked in freshly prepared 1% formaldehyde for 15 minutes at room temperature. The crosslinking was stopped by 0.125 M glycine. The lenses were lysed and homogenized on ice followed by sonication using Bioruptor (Diagenode, Sparta, NJ) to 200–500 bp fragments. Chromatin was further cleared using Protein A and G beads (Sigma, St. Louis, MO) and immunoprecipitated with 5 µg anti-Pax6 antibody (H-295X, Santa Cruz Biotechnology, Santa Cruz, CA) in a total volume of 1 ml. After three washes, crosslinking was reversed and enriched chromatin was eluted into 250 µl H_2_O using the QIAquick Spin Gel Purification Kit (Qiagen).

The PCR primers were designed using Primer3 and their specificity was checked using BLAST. Default parameters were used (GC% no more than 60%, 18–22 bp length and Tm = 60°C), and PCR products were limited to 80–100 bp. The primers are given in Table S2. Quantitative PCR was conducted using a 3-step protocol consisting of 40 cycles of denaturation at 95°C for 30 seconds, annealing at 60°C for 30 seconds and extension at 72°C for 30 seconds with ABI 7900HT equipment in a total volume of 8 µl.

Raw data were calculated and analyzed using SDS2.1 software (ABI). C_t_ values of series dilution of input samples (0.05%, 0.2% and 1% input) were used to generate standard curves. Immunoprecipitation data were referred to the standard curve and normalized to relative input units. Every sample was tested in triplicate per individual 384-well microplate and repeated as three independent biological experiments.

### Prediction of Pax6-binding sites and EMSAs

The putative Pax6-binding sites in four genomic regions of Mab21l2 and Tgfb2 loci were identified using two Pax6 consensus binding site sequences. First, P6CON (ANNTTCACG**CWTSA**NTKMNY, [36]) sequences were identified within regions identified by ChIP-on-chip signals using FUZZNUC algorithm (http://mobyle.pasteur.fr/cgi-bin/MobylePortal/portal.py?formfuzznuc). Second, to identify those Pax6-binding sites that contain the homeodomain binding sequence (underlined), the PHO *Drosophila* paired protein consensus sequence 5′-CAATTAGTCACGCTTGA-3′ [37] was used to identify 12 natural Pax6 HD-containing binding sites described in the literature (AC, unpublished data) to obtain Pax6-specific alignment that generated an improved 20 bp “consensus” sequence 5′-MNATTATTNNNN**CWTGA**NNG-3′, P6PHD (see Fig. S10). (The common “core” sequence between P6CON and P6PHD is shown in bold). Both PHO and P6PHD sequences were tested as described above for P6CON.

Eleven double stranded oligonucleotide probes (Table S4) were labeled and tested in EMSAs. As sites 11 and 12 were next to each other, a single oligonucleotide, site 11/12, was examined. Briefly, recombinant Pax6 GST-PD and GST-PD/HD proteins were expressed in *E.coli* (BL21 DE3), incubated with 0.5–1 ng of the 5′-end labeled oligonucleotide in the presence of 2 µg of poly[d(I−C)] (Pharmacia, Piscataway, NJ) at room temperature for 10 mins. The optimal amounts of proteins were determined using the P6CON probe as we described elsewhere [15]. Individual oligonucleotide probes were incubated with identical amounts of Pax6 GST-PD and GST-PD/HD proteins and specific protein-DNA complexes were resolved by 5% PAGE in 0.5xTBE buffer. In some reactions, 50 ng of cold oligonucleotides were used as specific competitors.

## Supporting Information

Figure S1 Immunofluorescence detection of Pax6 in lens epithelium. Panels (A–C) are newborn Pax6 WT lenses, panels (D–F) are Pax6 heterozygous lenses. White arrows in (F) demonstrate cells expressing higher levels of Pax6 in the epithelium than those cells marked by the red arrows. Abbreviations: epithelium; e, fiber cells; f. Scale bar = 20 µm.
(5.47 MB TIF) Click here for additional data file.

Figure S2 Verification of microarray results of up-regulated transcripts in Pax6^+/−^ lens by qRT-PCR. Relative expression levels of Serpinb6b, Rdm1, Ctsh, Zw10, Stmn2, Cdh11, Aldh1a3, Kif22 and Wdhd1 transcripts in wild type (WT, shown in black) and Pax6^+/−^ (het, shown in grey) lenses were determined using qRT-PCR as described in Methods and in legend to Fig. 3.
(0.62 MB TIF) Click here for additional data file.

Figure S3 Verification of microarray results of down-regulated transcripts by qRT-PCR. Relative expression levels of Acvr1b, Dnase2b, Sultx1, Rock1, Camk1d and Gaa transcripts in wild type (WT, shown in black) and Pax6^+/−^ (het, shown in grey) lenses were determined using qRT-PCR as described in Methods and in legend to Fig. 3.
(0.96 MB TIF) Click here for additional data file.

Figure S4 Genes regulated by Pax6 in lens and one region of embryonic telencephalon. A representative list of 43 genes regulated by Pax6 in lens. 19 of these genes shown here (from the total number of 127) were also differentially expressed in a single region of the developing telencephalon. These genes were grouped into six categories: Chromatin regulation, Mitosis, and Signaling (FGF, RA, TGFβ/BMP, and Wnt).
(2.02 MB TIF) Click here for additional data file.

Figure S5 Identification of Pax6-binding in regulatory regions of Cspg2/Vcan in lens chromatin by ChIP-on-chip. The upper part shows chromosomal localization, direction of transcription and evolutionar conservation of the genomic regions from eight species as displayed by the UC Santa Cruz Genome Browser. Integrate ChIP signal (input) is shown from three (one) biological replicates, respectively.
(6.94 MB TIF) Click here for additional data file.

Figure S6 Identification of Pax6-binding in regulatory regions of Mab21l2 in lens chromatin by ChIP-on-chip. The upper part shows chromosomal localization, direction of transcription and evolutionar conservation of the genomic regions from eight species as displayed by the UC Santa Cruz Genome Browser. Integrate ChIP signal (input) is shown from three (one) biological replicates, respectively.
(7.54 MB DOC) Click here for additional data file.

Figure S7 Identification of Pax6-binding in regulatory regions of Olfm3 in lens chromatin by ChIP-on-chip. The upper part shows chromosomal localization, direction of transcription and evolutionar conservation of the genomic regions from eight species as displayed by the UC Santa Cruz Genome Browser. Integrate ChIP signal (input) is shown from three (one) biological replicates, respectively.
(6.48 MB TIF) Click here for additional data file.

Figure S8 Identification of Pax6-binding in regulatory regions of Spag5 in lens chromatin by ChIP-on-chip. The upper part shows chromosomal localization, direction of transcription and evolutionar conservation of the genomic regions from eight species as displayed by the UC Santa Cruz Genome Browser. Integrate ChIP signal (input) is shown from three (one) biological replicates, respectively.
(6.24 MB TIF) Click here for additional data file.

Figure S9 Identification of Pax6-binding in regulatory regions of Tgfb2 in lens chromatin by ChIP-on-chip. The upper part shows chromosomal localization, direction of transcription and evolutionar conservation of the genomic regions from eight species as displayed by the UC Santa Cruz Genome Browser. Integrate ChIP signal (input) is shown from three (one) biological replicates, respectively.
(6.20 MB TIF) Click here for additional data file.

Figure S10 A list of putative Pax6-binding sites in Mab21l2 and Tgfb2 loci. A) P6CON, PHO and P6PHD “consensus” sequences. B) Alignment with twelve predicted Pax6-binding sites (site 1 to 12). These sites are grouped as “active” and “inactive” sites. Conserved nucleotide (upper case letters), non-conserved nucleotides (lower case letters). Total number of missmatches (n) between the examined site and the “consensus” sequence and orientation (ori) of the respective site in the promoter (forward, +; reverse, −) is also given.
(0.69 MB TIF) Click here for additional data file.

Table S1 A “559” master gene list of differentially expressed transcripts in Pax6 heterozygous lens. The transcripts are organized alphabetically into two group, upregulated (yellow) and downregulated (blue), respectively. Average fold change (FC) in Pax6^+/−^ lens is shown. Although a number of transcripts show relatively small fold changes, they were included as they both passed the statistical criteria, and, may represent genes whose expression is severely deregulated in a hypothetical Pax6^−/−^ lens.
(0.10 MB XLS) Click here for additional data file.

Table S2 Primers for qRT-PCR.
(0.05 MB DOC) Click here for additional data file.

Table S3 Primers used for Pax6 analysis in lens chromatin by qChIP.
(0.04 MB DOC) Click here for additional data file.

Table S4 A list of putative Pax6-binding sites in Mab21l2 and Tgfb2 loci. A) P6CON, PHO and P6PHD “consensus” sequences. B) Alignment with twelve predicted Pax6-binding sites (site 1 to 12). These sites are grouped as “active” and “inactive” sites. Conserved nucleotide (upper case letters), non-conserved nucleotides (lower case letters). Total number of missmatches (n) between the examined site and the “consensus” sequence and orientation (ori) of the respective site in the promoter (forward, +; reverse, −) is also given.
(0.03 MB DOC) Click here for additional data file.

## References

[1] Chi N, Epstein JA (2002). Getting your Pax straight: Pax proteins in development and disease.. Trends Genet.

[2] Buckingham M, Relaix F (2007). The role of Pax genes in the development of tissues and organs: Pax3 and Pax7 regulate muscle progenitor cell functions.. Annu Rev Cell Dev Biol.

[3] Hill RE, Favor J, Hogan BL, Ton CC, Saunders GF (1991). Mouse small eye results from mutations in a paired-like homeobox-containing gene.. Nature.

[4] Schmahl W, Knoedlseder M, Favor J, Davidson D (1993). Defects of neuronal migration and the pathogenesis of cortical malformations are associated with Small eye (Sey) in the mouse, a point mutation at the Pax-6-locus.. Acta Neuropathol (Berl).

[5] Stoykova A, Fritsch R, Walther C, Gruss P (1996). Forebrain patterning defects in Small eye mutant mice.. Development.

[6] St-Onge L, Sosa-Pineda B, Chowdhury K, Mansouri A, Gruss P (1997). Pax6 is required for differentiation of glucagon-producing alpha-cells in mouse pancreas.. Nature.

[7] Cvekl A, Duncan MK (2007). Genetic and epigenetic mechanisms of gene regulation during lens development.. Prog Retin Eye Res.

[8] Marquardt T, Ashery-Padan R, Andrejewski N, Scardigli R, Guillemot F (2001). Pax6 is required for the multipotent state of retinal progenitor cells.. Cell.

[9] Cvekl A, Tamm ER (2004). Anterior eye development and ocular mesenchyme: new insights from mouse models and human diseases.. Bioessays.

[10] Makarenkova HP, Ito M, Govindarajan V, Faber SC, Sun L (2000). FGF10 is an inducer and Pax6 a competence factor for lacrimal gland development.. Development.

[11] Marquardt T, Gruss P (2002). Generating neuronal diversity in the retina: one for nearly all.. Trends Neurosci.

[12] Suzuki R, Shintani T, Sakuta H, Kato A, Ohkawara T (2000). Identification of RALDH-3, a novel retinaldehyde dehydrogenase, expressed in the ventral region of the retina.. Mech Dev.

[13] Enwright JF, Grainger RM (2000). Altered retinoid signaling in the heads of small eye mouse embryos.. Dev Biol.

[14] Cvekl A, Piatigorsky J (1996). Lens development and crystallin gene expression: many roles for Pax-6.. Bioessays.

[15] Duncan MK, Kozmik Z, Cveklova K, Piatigorsky J, Cvekl A (2000). Overexpression of PAX6(5a) in lens fiber cells results in cataract and upregulation of (alpha)5(beta)1 integrin expression.. J Cell Sci.

[16] Donner AL, Ko F, Episkopou V, Maas RL (2007). Pax6 is misexpressed in Sox1 null lens fiber cells.. Gene Expr Patterns.

[17] Holm PC, Mader MT, Haubst N, Wizenmann A, Sigvardsson M (2007). Loss- and gain-of-function analyses reveal targets of Pax6 in the developing mouse telencephalon.. Mol Cell Neurosci.

[18] Visel A, Carson J, Oldekamp J, Warnecke M, Jakubcakova V (2007). Regulatory pathway analysis by high-throughput in situ hybridization.. PLoS Genet.

[19] Michaut L, Flister S, Neeb M, White KP, Certa U (2003). Analysis of the eye developmental pathway in Drosophila using DNA microarrays.. Proc Natl Acad Sci U S A.

[20] Ostrin EJ, Li Y, Hoffman K, Liu J, Wang K (2006). Genome-wide identification of direct targets of the Drosophila retinal determination protein Eyeless.. Genome Res.

[21] Collinson JM, Quinn JC, Buchanan MA, Kaufman MH, Wedden SE (2001). Primary defects in the lens underlie complex anterior segment abnormalities of the Pax6 heterozygous eye.. Proc Natl Acad Sci U S A.

[22] Yang Y, Stopka T, Golestaneh N, Wang Y, Wu K (2006). Regulation of alphaA-crystallin via Pax6, c-Maf, CREB and a broad domain of lens-specific chromatin.. Embo J.

[23] Baulmann DC, Ohlmann A, Flugel-Koch C, Goswami S, Cvekl A (2002). Pax6 heterozygous eyes show defects in chamber angle differentiation that are associated with a wide spectrum of other anterior eye segment abnormalities.. Mech Dev.

[24] Duncan MK, Haynes JI, Cvekl A, Piatigorsky J (1998). Dual roles for Pax-6: a transcriptional repressor of lens fiber cell-specific beta-crystallin genes.. Mol Cell Biol.

[25] Kralova J, Czerny T, Spanielova H, Ratajova V, Kozmik Z (2002). Complex regulatory element within the gammaE- and gammaF-crystallin enhancers mediates Pax6 regulation and is required for induction by retinoic acid.. Gene.

[26] Yang Y, Chauhan BK, Cveklova K, Cvekl A (2004). Transcriptional regulation of mouse alphaB- and gammaF-crystallin genes in lens: opposite promoter-specific interactions between Pax6 and large Maf transcription factors.. J Mol Biol.

[27] Al-Shahrour F, Minguez P, Tarraga J, Medina I, Alloza E (2007). FatiGO +: a functional profiling tool for genomic data. Integration of functional annotation, regulatory motifs and interaction data with microarray experiments.. Nucleic Acids Res.

[28] Yamada R, Mizutani-Koseki Y, Koseki H, Takahashi N (2004). Requirement for Mab21l2 during development of murine retina and ventral body wall.. Dev Biol.

[29] Chow KL, Hall DH, Emmons SW (1995). The mab-21 gene of Caenorhabditis elegans encodes a novel protein required for choice of alternate cell fates.. Development.

[30] Tripodi M, Filosa A, Armentano M, Studer M (2004). The COUP-TF nuclear receptors regulate cell migration in the mammalian basal forebrain.. Development.

[31] Gruber J, Harborth J, Schnabel J, Weber K, Hatzfeld M (2002). The mitotic-spindle-associated protein astrin is essential for progression through mitosis.. J Cell Sci.

[32] Zaccarini R, Cordelieres FP, Martin P, Saule S (2007). Pax6p46 binds chromosomes in the pericentromeric region and induces a mitosis defect when overexpressed.. Invest Ophthalmol Vis Sci.

[33] Allison DB, Cui X, Page GP, Sabripour M (2006). Microarray data analysis: from disarray to consolidation and consensus.. Nat Rev Genet.

[34] Simpson TI, Price DJ (2002). Pax6; a pleiotropic player in development.. Bioessays.

[35] Nangaku M, Sato-Yoshitake R, Okada Y, Noda Y, Takemura R (1994). KIF1B, a novel microtubule plus end-directed monomeric motor protein for transport of mitochondria.. Cell.

[36] Epstein J, Cai J, Glaser T, Jepeal L, Maas R (1994). Identification of a Pax paired domain recognition sequence and evidence for DNA-dependent conformational changes.. J Biol Chem.

[37] Jun S, Desplan C (1996). Cooperative interactions between paired domain and homeodomain.. Development.

[38] Yang Y, Cvekl A (2005). Tissue-specific regulation of the mouse alphaA-crystallin gene in lens via recruitment of Pax6 and c-Maf to its promoter.. J Mol Biol.

[39] Underhill DA, Gros P (1997). The paired-domain regulates DNA binding by the homeodomain within the intact Pax-3 protein.. J Biol Chem.

[40] Suter DM, Tirefort D, Julien S, Krause KH (2008). A Sox1 to Pax6 switch drives neuroectoderm to radial glia progression during differentiation of mouse embryonic stem cells.. Stem Cells.

[41] Hogan BL, Horsburgh G, Cohen J, Hetherington CM, Fisher G (1986). Small eyes (Sey): a homozygous lethal mutation on chromosome 2 which affects the differentiation of both lens and nasal placodes in the mouse.. J Embryol Exp Morphol.

[42] Grindley JC, Davidson DR, Hill RE (1995). The role of Pax-6 in eye and nasal development.. Development.

[43] Walther C, Gruss P (1991). Pax-6, a murine paired box gene, is expressed in the developing CNS.. Development.

[44] Dunker N, Krieglstein K (2003). Reduced programmed cell death in the retina and defects in lens and cornea of Tgfbeta2(−/−) Tgfbeta3(−/−) double-deficient mice.. Cell Tissue Res.

[45] Saika S, Saika S, Liu CY, Azhar M, Sanford LP (2001). TGFbeta2 in corneal morphogenesis during mouse embryonic development.. Dev Biol.

[46] Ittner LM, Wurdak H, Schwerdtfeger K, Kunz T, Ille F (2005). Compound developmental eye disorders following inactivation of TGFbeta signaling in neural-crest stem cells.. J Biol.

[47] Grocott T, Frost V, Maillard M, Johansen T, Wheeler GN (2007). The MH1 domain of Smad3 interacts with Pax6 and represses autoregulation of the Pax6 P1 promoter.. Nucleic Acids Res.

[48] Gotz M, Stoykova A, Gruss P (1998). Pax6 controls radial glia differentiation in the cerebral cortex.. Neuron.

[49] Heins N, Malatesta P, Cecconi F, Nakafuku M, Tucker KL (2002). Glial cells generate neurons: the role of the transcription factor Pax6.. Nat Neurosci.

[50] Sakurai K, Osumi N (2008). The neurogenesis-controlling factor, Pax6, inhibits proliferation and promotes maturation in murine astrocytes.. J Neurosci.

[51] Miyata T, Maeda T, Lee JE (1999). NeuroD is required for differentiation of the granule cells in the cerebellum and hippocampus.. Genes Dev.

[52] Kudo C, Ajioka I, Hirata Y, Nakajima K (2005). Expression profiles of EphA3 at both the RNA and protein level in the developing mammalian forebrain.. J Comp Neurol.

[53] Canela L, Lujan R, Lluis C, Burgueno J, Mallol J (2007). The neuronal Ca(2+) -binding protein 2 (NECAB2) interacts with the adenosine A(2A) receptor and modulates the cell surface expression and function of the receptor.. Mol Cell Neurosci.

[54] Bernier G, Vukovich W, Neidhardt L, Herrmann BG, Gruss P (2001). Isolation and characterization of a downstream target of Pax6 in the mammalian retinal primordium.. Development.

[55] Ballif BA, Carey GR, Sunyaev SR, Gygi SP (2008). Large-scale identification and evolution indexing of tyrosine phosphorylation sites from murine brain.. J Proteome Res.

[56] Chandra S, Fornai F, Kwon HB, Yazdani U, Atasoy D (2004). Double-knockout mice for alpha- and beta-synucleins: effect on synaptic functions.. Proc Natl Acad Sci U S A.

[57] Battle MA, Konopka G, Parviz F, Gaggl AL, Yang C (2006). Hepatocyte nuclear factor 4alpha orchestrates expression of cell adhesion proteins during the epithelial transformation of the developing liver.. Proc Natl Acad Sci U S A.

[58] Garrison WD, Battle MA, Yang C, Kaestner KH, Sladek FM (2006). Hepatocyte nuclear factor 4alpha is essential for embryonic development of the mouse colon.. Gastroenterology.

[59] Livesey FJ, Furukawa T, Steffen MA, Church GM, Cepko CL (2000). Microarray analysis of the transcriptional network controlled by the photoreceptor homeobox gene Crx.. Curr Biol.

[60] James MJ, Jarvinen E, Wang XP, Thesleff I (2006). Different roles of Runx2 during early neural crest-derived bone and tooth development.. J Bone Miner Res.

[61] Stock M, Schafer H, Fliegauf M, Otto F (2004). Identification of novel genes of the bone-specific transcription factor Runx2.. J Bone Miner Res.

[62] Hecht J, Seitz V, Urban M, Wagner F, Robinson PN (2007). Detection of novel skeletogenesis target genes by comprehensive analysis of a Runx2(−/−) mouse model.. Gene Expr Patterns.

[63] Vaes BL, Ducy P, Sijbers AM, Hendriks JM, van Someren EP (2006). Microarray analysis on Runx2-deficient mouse embryos reveals novel Runx2 functions and target genes during intramembranous and endochondral bone formation.. Bone.

[64] Stopka T, Amanatullah DF, Papetti M, Skoultchi AI (2005). PU.1 inhibits the erythroid program by binding to GATA-1 on DNA and creating a repressive chromatin structure.. Embo J.

[65] Cobaleda C, Schebesta A, Delogu A, Busslinger M (2007). Pax5: the guardian of B cell identity and function.. Nat Immunol.

[66] Schebesta A, McManus S, Salvagiotto G, Delogu A, Busslinger GA (2007). Transcription factor Pax5 activates the chromatin of key genes involved in B cell signaling, adhesion, migration, and immune function.. Immunity.

[67] Delogu A, Schebesta A, Sun Q, Aschenbrenner K, Perlot T (2006). Gene repression by Pax5 in B cells is essential for blood cell homeostasis and is reversed in plasma cells.. Immunity.

[68] Oron-Karni V, Farhy C, Elgart M, Marquardt T, Remizova L (2008). Dual requirement for Pax6 in retinal progenitor cells.. Development.

[69] Wurm A, Sock E, Fuchshofer R, Wegner M, Tamm ER (2008). Anterior segment dysgenesis in the eyes of mice deficient for the high-mobility-group transcription factor Sox11.. Exp Eye Res.

[70] Xu PX, Woo I, Her H, Beier DR, Maas RL (1997). Mouse Eya homologues of the Drosophila eyes absent gene require Pax6 for expression in lens and nasal placode.. Development.

[71] Purcell P, Oliver G, Mardon G, Donner AL, Maas RL (2005). Pax6-dependence of Six3, Eya1 and Dach1 expression during lens and nasal placode induction.. Gene Expr Patterns.

[72] Plaza S, Turque N, Dozier C, Bailly M, Saule S (1995). C-Myb acts as transcriptional activator of the quail PAX6 (PAX-QNR) promoter through two different mechanisms.. Oncogene.

[73] Wawersik S, Purcell P, Rauchman M, Dudley AT, Robertson EJ (1999). BMP7 acts in murine lens placode development.. Dev Biol.

[74] Gotoh N, Ito M, Yamamoto S, Yoshino I, Song N (2004). Tyrosine phosphorylation sites on FRS2alpha responsible for Shp2 recruitment are critical for induction of lens and retina.. Proc Natl Acad Sci U S A.

[75] Yamada R, Mizutani-Koseki Y, Hasegawa T, Osumi N, Koseki H (2003). Cell-autonomous involvement of Mab21l1 is essential for lens placode development.. Development.

[76] Baldessari D, Badaloni A, Longhi R, Zappavigna V, Consalez GG (2004). MAB21L2, a vertebrate member of the Male-abnormal 21 family, modulates BMP signaling and interacts with SMAD1.. BMC Cell Biol.

[77] Nishimoto S, Kawane K, Watanabe-Fukunaga R, Fukuyama H, Ohsawa Y (2003). Nuclear cataract caused by a lack of DNA degradation in the mouse eye lens.. Nature.

[78] De Maria A, Bassnett S (2007). DNase IIbeta distribution and activity in the mouse lens.. Invest Ophthalmol Vis Sci.

[79] Pontoriero GF, Deschamps P, Ashery-Padan R, Wong R, Yang Y (2008). Cell autonomous roles for AP-2alpha in lens vesicle separation and maintenance of the lens epithelial cell phenotype.. Dev Dyn.

[80] Chauhan BK, Reed NA, Zhang W, Duncan MK, Kilimann MW (2002). Identification of genes downstream of Pax6 in the mouse lens using cDNA microarrays.. J Biol Chem.

[81] Barolo S, Posakony JW (2002). Three habits of highly effective signaling pathways: principles of transcriptional control by developmental cell signaling.. Genes Dev.

[82] Robertson G, Hirst M, Bainbridge M, Bilenky M, Zhao Y (2007). Genome-wide profiles of STAT1 DNA association using chromatin immunoprecipitation and massively parallel sequencing.. Nat Methods.

[83] Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B (2003). Summaries of Affymetrix GeneChip probe level data.. Nucleic Acids Res.

[84] Saeed AI, Sharov V, White J, Li J, Liang W (2003). TM4: a free, open-source system for microarray data management and analysis.. Biotechniques.

[85] Johnson WE, Li W, Meyer CA, Gottardo R, Carroll JS (2006). Model-based analysis of tiling-arrays for ChIP-chip.. Proc Natl Acad Sci U S A.

[86] Vandesompele J, De Preter K, Pattyn F, Poppe B, Van Roy N (2002). Accurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genes.. Genome Biol.

[87] Ovodenko B, Rostagno A, Neubert TA, Shetty V, Thomas S (2007). Proteomic analysis of exfoliation deposits.. Invest Ophthalmol Vis Sci.

[88] Pera EM, Wessely O, Li SY, De Robertis EM (2001). Neural and head induction by insulin-like growth factor signals.. Dev Cell.

[89] Grinchuk O, Kozmik Z, Wu X, Tomarev S (2005). The Optimedin gene is a downstream target of Pax6.. J Biol Chem.

[90] Gilmour DT, Lyon GJ, Carlton MB, Sanes JR, Cunningham JM (1998). Mice deficient for the secreted glycoprotein SPARC/osteonectin/BM40 develop normally but show severe age-onset cataract formation and disruption of the lens.. Embo J.

[91] Higashijima S, Nose A, Eguchi G, Hotta Y, Okamoto H (1997). Mindin/F-spondin family: novel ECM proteins expressed in the zebrafish embryonic axis.. Dev Biol.

# Supplementary material for: Identification of Pax6-Dependent Gene Regulatory Networks in the Mouse Lens
**Source:** PLoS One. 2009 Jan 9;4(1):e4159. doi: 10.1371/journal.pone.0004159
**Supplement:** Table S2 — Primers for qRT-PCR. (0.05 MB DOC)

**Supplementary Table 2:** Primers for qRT-PCR.

| **Gene** | **Primers** |
| --- | --- |
| Acvr1b | 5´-AGAAGCTACGGCCCAATGT-3´  5´-CATTGGCGTACCAGCACTC-3´ |
| Aldh1a3 | 5´-TGGTGGCTTCAAAATGTCTG -3´  5´-CCTCGAGTTTGATGGTGACA -3´ |
| B2M | 5´-TGGTGCTTGTCTCACTGACC-3´  5´-TATGTTCGGCTTCCCATTCT-3´ |
| Camk1d | 5´-AGCAGCATCGAGAACGAGAT -3´  5´-TGCATGACCAGGTAGAGGTG -3´ |
| Cdh11 | 5´-TACATCCTGAATGCCGGTCT -3´  5´-TCTTTTGCCTCCTCAGGGTA -3´ |
| Commd9 | 5´-ACGTGCTCCAGCTTGTCTGT-3´  5´-CAGAGGACAGGTCACGGAAG-3´ |
| Cspg2 | 5´-TGCACTACATCAAGCCAAAATGG-3´  5´-GTGTTGTAATTGGTGGTAAGGT-3´ |
| Ctsh | 5´-CGCCTTTGAGGTGACTGAAG -3´  5´-GCCAGGACTGCATGGTTTAC -3´ |
| Dnase2b | 5´-GCCCAGGGTCTAAACTTCGT-3´  5´-TTCTGCCAGGTTTGTGCTAA-3´ |
| Gaa | 5´-GGAGCTGTTCTGGGACGAC -3´  5´-CTCCTTGGTCACACGCACTA -3´ |
| Hprt | 5´-GTTGTTGGATATGCCCTTGA-3´  5´-GGCTTTGTATTTGGCTTTTCC-3´ |
| Igfbp5 | 5´- GTGTACCTGCCCAACTGTGA-3´  5´- TTGTCCACACACCAGCAGAT-3´ |
| Kif22 | 5´-CAGAAGAAAGCCCAGCTCAT -3´  5´-CAGGAAAGACTCCACCTGCT -3´ |
| Mab21l2 | 5´- GAGTGCTACTCGCTGACTGG-3´  5´- CACCGAGAGGCACTTGTTTC-3´ |
| Nr2f2 | 5´- CCAAGAGCAAGTGGAGAAGC-3´  5´- TCCACATGGGCTACATCAGA-3´ |
| Olfm3 | 5´-TGGGATCAGGAGGAAATTG-3´  5´- TTTTCATGCAGTCACGAAGC-3´ |
| Pax6 | 5´-GCACATGCAAACACACATGA-3´  5´-ACTTGGACGGGAACTGACAC-3´ |
| Rdm1 | 5´-AAGCTGACCATCGTGGTTCT-´3  5´-GCAGCTCTTCTTCACTTCTGG -´3 |
| Rock1 | 5´-TGTTGTGGTAAGCAGCAAAAA-3´  5´-CTTGGGTTACAGGTCGGACA-3´ |
| Sdha | 5´-GAGGAAGCACACCCTCTCATA-3´  5´-GCACAGTCAGCCTCATTCAA-3´ |
| Serpinb6b | 5´-ATAGAGTGGACGAGGCTGGA-3´  5´-AGCCTGCACAGGACATCTTT-3´ |
| Spag5 | 5´- CTGGAAGGCCAGCTAGATCC-3´  5´- TAACCCTCAGCTTGCTCACC-3´ |
| Spock1 | 5´- CTCTTCATGAGGACGCCAAT-3´  5´- GGAGTCCTTGCAAATGGGTA-3´ |
| Spon1 | 5´- GTAACGAGGACCTGGAGCAG-3´  5- ATTCAGACCACTGGGACCAC-3´ |
| Stmn-2 | 5´-GGAGGAGATTCAGAAAAAGCTG-3´  5´-CTCGTGCTCCCTCTTCTCTG-3´ |
| Sultx-1 | 5´-CTACAGCCTGCTGTCCAAGG -3´  5´-GCGTTGAACTTCTCATTCAGC -3´ |
| Tgfb2 | 5´- TACTGCAGGAGAAGGCAAGC-3´  5´- GGACGGCATGTCGATTTTAT-3´ |
| Wdhd1 | 5´-TCCTAAAAGCTCGTCCTCTGA -3´  5´-TTCCAGCCACATCTGGAAC -3´ |
| Zw10 | 5´-ACACAGCGATTGCTGAGATG -3´  5´-CCATCACTGTTTTGCACAGG -3´ |

# Supplementary material for: Identification of Pax6-Dependent Gene Regulatory Networks in the Mouse Lens
**Source:** PLoS One. 2009 Jan 9;4(1):e4159. doi: 10.1371/journal.pone.0004159
**Supplement:** Table S3 — Primers used for Pax6 analysis in lens chromatin by qChIP. (0.04 MB DOC)

**Supplementary Table 3:** A list of oligonucleotide primers used for qChIP.

| **Locus Name** | **Primer Sequence (5’-3’)** |
| --- | --- |
| Mab21L2 A F | agaagcctgcattccatttg |
| Mab21L2 A R | cctggagcaacagcttcttc |
| Mab21L2 B F | aaacgaagtggcagctcct |
| Mab21L2 B R | cggtctgaagacttgaagtgg |
| Mab21L2 C F | tcctactggaggcgttgttt |
| Mab21L2 C R | cttgcagcagtttgcaccta |
| Mab21L2 NSR F | ccctgcatcccactaaaact |
| Mab21L2 NSR R | aaagtcctacgaggcagcaa |
| Spag5 A F | tttgaagaattcagagctacatgc |
| Spag5 A R | agggttctgtcagggtatgc |
| Spag5 NSR F | cagcccctttgttctgacat |
| Spag5 NSR R | ttttggcctgaaaagagatca |
| Tgf2 A F | gcagccagcaaggatatagg |
| Tgf2 A R | cctgtgttccaagtccctgt |
| TGF2 B F | ttgctgtctcctgtcacaca |
| TGF2 B R | ggaaagaccagtgggaagaa |
| TGF2 C F | gccagatagatggctttgatg |
| TGF2 C R | aacgttcttttctgagagttgga |
| Tgf2 NSR F | ggacggcatgtcgattttat |
| Tgf2 NSR R | tactgcaggagaaggcaagc |
| Olfm3 A F | ggttttcacattgggaatgg |
| Olfm3 A R | agttgaggcatcagacaaatact |
| Olfm3 B F | gaggtgggttggctgtctaa |
| Olfm3 B R | ctcaaaaggctgggacagg |
| Olfm3 NSR F | gctccattctacatctctctgtg |
| Olfm3 NSR R | gagttggcagaattggtcct |
| Vcan A F | aactgtgcaatgacccttcc |
| Vcan A R | gcaggcaccgaagaataaag |
| Vcan B F | tgcagaatgagagccacatc |
| Vcan B R | catctctggtctgtgcaagc |
| Vcan NSR F | tgcagaatgagagccacatc |
| Vcan NSR R | catctctggtctgtgcaagc |

# Supplementary material for: Identification of Pax6-Dependent Gene Regulatory Networks in the Mouse Lens
**Source:** PLoS One. 2009 Jan 9;4(1):e4159. doi: 10.1371/journal.pone.0004159
**Supplement:** Table S4 — A list of putative Pax6-binding sites in Mab21l2 and Tgfb2 loci. A) P6CON, PHO and P6PHD “consensus” sequences. B) Alignment with twelve predicted Pax6-binding sites (site 1 to 12). These sites are grouped as “active” and “inactive” sites. Conserved nucleotide (upper case letters), non-conserved nucleotides (lower case letters). Total number of missmatches (n) between the examined site and the “consensus” sequence and orientation (ori) of the respective site in the promoter (forward, +; reverse, −) is also given. (0.03 MB DOC)

**Supplementary Table 4.** Oligonucleotides used for EMSAs*.

| Name | Sequence (5’-3’) |
| --- | --- |
| P6CON | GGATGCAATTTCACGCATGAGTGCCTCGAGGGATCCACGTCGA |
| Mab21l2 Site 1 | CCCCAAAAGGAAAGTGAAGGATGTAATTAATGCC |
| Mab21l2 Site 2 | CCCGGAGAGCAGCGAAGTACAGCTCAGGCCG |
| Mab21l2 Site 3 | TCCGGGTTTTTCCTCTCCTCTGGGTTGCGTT |
| Mab21l2 Site 4 | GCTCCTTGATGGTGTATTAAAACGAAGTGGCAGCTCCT |
| Mab21l2 Site 5 | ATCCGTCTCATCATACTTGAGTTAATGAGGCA |
| Tgfb2 Site 6 | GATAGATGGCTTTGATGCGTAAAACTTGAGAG |
| Tgfb2 Site 7 | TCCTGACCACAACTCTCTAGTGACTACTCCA |
| Tgfb2 Site 8 | TTAGCC**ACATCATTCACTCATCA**CACAAACTC |
| Tgfb2 Site 9 | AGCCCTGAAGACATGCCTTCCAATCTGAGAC |
| Tgfb2 Site 10 | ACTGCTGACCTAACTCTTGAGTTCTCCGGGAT |
| Tgfb2 Site 11 | TGTC**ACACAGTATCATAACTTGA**CATTTTCTACTTCAACTTGCTCA |

*) The predicted Pax6-binding sites based on P6CON (P6PHD) are underlined (bold), respectively. The precise alignments are shown in Supplementary Fig. 2.

How the deposited data were processed for this re-analysis (not part of the article)

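RNA of newborn lenses was measured on Affymetrix arrays in 3 wild-type and 3 Pax6 heterozygous mice, each sample holding the 2 lenses of a mouse at postnatal day 1. The methods state that 50 ng of total RNA was amplified and labeled with the NuGEN system before hybridization. The authors made the deposited signal intensities by robust multichip average (RMA), which corrects background, normalizes across arrays and combines the probes of a probe set; the values are on the linear scale, and the version of the RMA software is not given. The lowest values of an array mix true signal with background, so that ratios of dim genes are pulled toward 1. The array has 1 value per probe set and sample, with no count or depth; 33 probe sets of olfactory receptor genes serve as a guide to background.

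From these values, log2 signals were computed with no further normalization. The 64 control probe sets of the manufacturer were left out and 22626 were tested. Probe sets were joined to genes by the annotation table that comes with the values, and 20351 of those with a single gene were matched by Entrez number to a RefSeq gene table. No coordinates are given, since no genome sequence was at hand. The genotypes were compared as heterozygous minus wild-type with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with p values adjusted by the Benjamini-Hochberg method over all tested probe sets and a threshold of 0.05; the unadjusted p of 0.10 of the methods was used beside it. Means, SDs and ratios of signals are on the linear scale. The methods' t-test and template matching (PTM) were run on the same values. Single values such as the Pax6 abundance were compared by exact permutation of the samples. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

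Gene lists for lens, neighboring tissues, cell division, signaling and stress were written down before the data were examined, but after Table S1 had been seen; 1 of them holds the neuronal genes and 1 the eye development genes that the paper names. They were tested with camera at a preset correlation of 0.01 over 1 probe set per gene, the one with the highest mean log2 signal, and the lists with at least 5 measured genes entered the adjustment. The lists of the sex genes, the reference genes and the 4 eye development genes were too short to test. Alternatives for the lists were an estimated correlation and fry in its directional and mixed forms.

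The genes named in the text follow a rule set at the same time: the 6 probe sets with the smallest p in each direction, since none passed the adjusted threshold, every gene the paper names for the lens (values in the paper's tables had been seen by then), the 2 members of each gene list with the smallest p, the reference genes, the genes that mark the sex of the pups, and genes within 5 Mb of Pax6 with an unadjusted p under 0.01. Where Table S1 lists a gene, its probe set stands for the gene, and otherwise the brightest does. A few further genes are given as examples of lists, chosen after their values were seen.

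Whether the replicate numbers pair the samples was checked by the correlation of the deviations from the genotype means. Samples with the same number had correlations of 0.645, 0.734 and 0.604, and samples with different numbers from −0.0751 to −0.496, so every same-numbered pair passed the bound of 0.1; the paper does not say what the numbers share. The fit without the block was kept as the main one, and the fit with the replicate number as a block was run as an alternative.

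The steps were tested on simulated data. With a replicate effect shared by same-numbered samples, limma without the block recovered 30% of probe sets changed by 1 on the log2 scale and 74% of those changed by 2, with 0% of calls false; with the block it recovered 42% and 80%, with 2.4% false. Without a shared effect it recovered 73% and 94% without the block (3.47% false) and 48% and 83% with it (0.758% false). Of 100 lists with no change, simulated without a shared replicate effect or correlated genes, 4 had a camera p under 0.05.

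The alternatives were the methods' t-test on log2 and on linear signals, quantile normalization, median centring, a median signal of at least 50 or 100, an intensity trend with a robust prior, array weights, the replicate block, 1 row per gene, the mean of all probe sets of a gene, and leaving out each sample in turn. The quantitative RT-PCR, chromatin and binding assays and the telencephalon arrays were left out, since their values are not in this deposit.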

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

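The tests of a single retina composition, of the epithelium share and of the whole Commd9 transcript, the correlation of mitosis with endothelium, and the counts of splits for the adjusted threshold, the unadjusted p and the spread, were chosen after the results were seen; the other tests here were set before.

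Gene lists that go beyond the genes the paper discusses differed between Pax6 heterozygous and wild-type lenses by camera with a preset correlation, and 0 of them did so with an estimated correlation (adjusted p from 0.392 to 0.574). The median log2 differences were 0.36 for the retina, 0.12 for general neuronal genes, 0.37 for endothelium, 0.14 for mesenchyme, 0.28 for DNA replication and 0.44 for mitosis, and −0.12 for lens fiber differentiation, −0.059 for lysosomes and −0.19 for motors and membrane traffic. The calls for general neuronal genes, endothelium, mesenchyme, lens fibers and lysosomes were also lost without single samples (adjusted p up to 0.278 without heterozygous replicate 2, 0.882, 0.758 and 0.578 without heterozygous replicate 1, and 0.525 without wild-type replicate 2). Fgf15, which is not in Table S1, differed by 1.88 ± 0.73 (standard error) and passed with the replicate block alone; its wild-type signal was 114 ± 103 and its heterozygous signal 391 ± 308 (SD, n = 3).

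With 3 samples against 3 there are 10 splits, too few for a share under 0.05. As many probe sets past the adjusted threshold as in the real split (0; highest other 0) came from 10 of the 10 splits with limma, which a real count of 0 fixes; as many at an unadjusted p under 0.05 (450; highest other 2669) from 7 splits, as many gene lists (10; highest other 10) from 2 splits, a spread as far from 0 (0.03; highest other 0.21) from 6 splits, and as high a share of probe sets near Pax6 (1.41%; highest other 4.23%) from 5 splits. The methods' t-test also left 0 probe sets after adjustment in the real split. The 6 splits that keep 2 same-numbered pairs together call 834 to 2669, which points to a structure of the samples that follows the replicate numbers. Among the splits that part all 3 pairs, the real one had 450 against 208, 152 and 178, and with the block 2042 against 951, 767 and 665; the lists called were 10 against 6, 0 and 5.

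Retina genes had higher signals in heterozygous lenses, and the members of highest wild-type signal read 325 in wild-type and 264 in heterozygous lenses (Sfrp2), 229 and 386 (Stmn3), 197 and 294 (Ebf1), 184 and 253 (Snap25) and 169 and 346 (Otx2); 10 of the 41 members read above 100 in wild-type lenses, 9 are also general neuronal genes and 6 are in Table S1. A candidate explanation is retina carried over with the lens, in which case the members' genotype difference would follow their difference between replicate numbers; the rank correlation was 0.12 (95% interval −0.26 to 0.45), which leaves this open. If retina of a single composition had been carried over, the members of signal at least 40 would differ by a common amount; their interquartile range was 2.05 times the standard error (0.34 over 20 members), between the bounds set for either outcome. An effect of the genotype on genes of the lens itself was not tested and stays open.

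Mitosis and DNA replication genes had higher signals in heterozygous lenses, and Table S1 holds 10 of the mitosis genes. A larger share of lens epithelium, where lens cells divide, would raise epithelium genes as well. Their median was −0.033 (interquartile range 0.29) against 0.44 for mitosis. This argues against a larger share only if the genotype does not itself lower epithelium genes, which was not tested. Dividing cells carried over with the retina are a candidate explanation. The members' genotype difference followed their difference between replicate numbers (rank correlation 0.61, interval 0.41 to 0.77, 80 members). A change in division of lens cells would also move these genes together, so that correlation, which is over genes and not mice, does not favor the retina. The correlation of the mitosis and retina medians within genotypes was 0.489, under the 0.8 set beforehand. Carry-over with the retina therefore cannot be told apart from a change in division of lens cells. The correlation of the mitosis and endothelium medians was 0.951. Same-numbered samples deviate together, and replicate 1 lay highest for both lists in both genotypes. The correlations with retina and with endothelium therefore cannot be ranked. By camera with the preset correlation and without heterozygous replicate 1, the endothelium list pointed the other way (adjusted p = 0.882) while the mitosis list had adjusted p = 7.64e-06. With an estimated correlation and all samples, neither list was called (adjusted p = 0.574 for endothelium and 0.392 for mitosis). Dividing cells of the vessels stay open as well. A difference in stage or in cell division between genotypes was not tested.

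Commd9, which lies on chromosome 2 near Pax6, had the smallest p of all probe sets. More of the whole Commd9 transcript is argued against by its other 2 probe sets, whose mean difference was 0.22 (largest standard error 0.31). A segment of chromosome 2 that came with the targeted allele could carry sequence variants under the probes: of 71 probe sets within 5 Mb of Pax6, 1 (1.41%) had an unadjusted p under 0.01, a share above that of 83.5% of 316 windows, and with the replicate block 6 (8.45%), above 98.4% of windows. Without Commd9 these shares were 0% and 7.35%. Within 10 Mb and 20 Mb of Pax6 the share with the block was above that of 95.5% and 88.1% of windows. Without the block it was above 81.1% and 66.1%. A transcript isoform that the probe set alone measures stays open as well.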

How the results depend on the processing

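None of the alternatives in this part was chosen after the results were seen. Of 169 named genes, 3 changed direction under an alternative with all 6 samples, 16 did so without 1 sample, and 1, Commd9, passed the adjusted threshold under any of 10 alternatives with all 6 samples, with the replicate block. By camera the block changed the calls of 2 lists, extracellular matrix and FGF and MAPK signaling; with the block 12 lists passed (9 higher, 3 lower), 0 with an estimated correlation, 0 by fry and 17 by fry mixed. Adjusted over the list alone, more genes passed with the block in 19 lists. Among them were mitosis (18), extracellular matrix (14), mesenchyme (7), retina (4), lens fibers (3) and motors (3). The block also brought Fgf15 past the adjusted threshold (limma, adjusted p = 0.0357). With it the share of probe sets within 5 Mb of Pax6 at an unadjusted p under 0.01 rose from 1.41% to 8.45%. Ratios of probe sets near background are hard to measure with 3 mice per genotype; 64.8% of the listed probe sets and 60.8% of all lay under a signal of 50, and a bound of 50 or 100 brought 0 past the adjusted threshold with limma (125 and 87 at an unadjusted p under 0.05). The causes of the changes below were not tested, except that a signal bound leaves fewer probe sets.

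Probe sets that differ numbered 2 with the replicate block, 2 of them higher, against 0 with limma without it (450 at an unadjusted p under 0.05; 0 by the methods' t-test after adjustment). At an unadjusted p under 0.05 there were 2042 with the replicate block (1003 higher, 1039 lower), 125 at a median signal of at least 50 (61 higher, 64 lower), 87 at a median signal of at least 100 (43 higher, 44 lower) and 268 with one row per gene; the lower ones numbered 392 by the methods' t-test on log2 and 384 on linear signals, and the higher ones ran from 155 without Pax6 heterozygous replicate 1 to 332 without Pax6 heterozygous replicate 3. At an unadjusted p under 0.10 there were 3538 with the replicate block, 259 at a signal of at least 50 and 191 at a signal of at least 100.

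Of the Table S1 probe sets, 1 passed the adjusted threshold with the replicate block; 94 had an unadjusted p under 0.05, 136 one under 0.10 and 197 were left in the listed direction at a signal of at least 50, and 65, 94 and 138 at a signal of at least 100; without a sample, 170 to 214 had an unadjusted p under 0.05. Genes detected in the lens numbered 7013 and 1852 (signal 50 to 100) as probe sets, and 7009 and 1844 as probe sets over the wild-type median. Pax6 abundance was 62.4%, 114% and 92.4% of wild-type at other Pax6 probe sets and 68.1% to 93.6% without a sample. The spread ran from −0.38 without Pax6 heterozygous replicate 2 to 0.50 without wild-type replicate 2, where an SD of 2 values, which tends to be smaller, is set against an SD of 3, so that these signs follow in part from the construction; the medians of the Figure 5C and 5D genes ran from 0.63 to 0.72 and from −0.44 to −0.37. The share of probe sets near Pax6 was 8.45% with the replicate block.

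Of the gene list tests, 0 passed with an estimated correlation (0 higher, 0 lower), 0 with fry (0 higher, 0 lower) and 5 with fry mixed; 1 was lower by the methods' t-test on log2 and on linear signals, with quantile normalization, with an intensity trend and with array weights. Without a sample, 6 to 13 lists passed, 5 to 11 higher and 1 to 4 lower. Adjusted p values with an estimated correlation, fry and fry mixed were 0.482, 0.773 and 0.888 for lens fibers, 0.392, 0.729 and 0.388 for retina, 0.392, 0.753 and 0.888 for general neuronal genes, 0.574, 0.773 and 0.888 for endothelium, 0.518, 0.773 and 0.653 for mesenchyme, 0.392, 0.729 and 0.888 for DNA replication, 0.392, 0.729 and 0.653 for mitosis, and 0.438, 0.729 and 0.888 for lysosomes; with an estimated correlation and fry they were 0.245 and 0.163 for the paper's neuronal genes and 0.392 and 0.377 for motors.

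By the methods' t-test on log2, on linear signals, with quantile normalization, with a trend and with array weights, the adjusted p was 0.101, 0.111, 0.0514, 0.0561 and 0.0639 for lens fibers, 0.168, 0.166, 0.0984, 0.0561 and 0.107 for mesenchyme, and 0.0728, 0.0672, 0.0514, 0.123 and 0.0963 for lysosomes (0.120 at a signal of at least 100). The extracellular matrix list passed with median centring (0.0242), at a signal of at least 50 (0.000348) or 100 (0.00989), with the replicate block (0.0156), with the mean of all probe sets (0.0428) and with fry mixed (0.0200). In the main fit with an estimated correlation its adjusted p was 0.484. Lens epithelium passed at a signal of at least 100 (0.0468), FGF and MAPK signaling with the replicate block (0.0268), retinoic acid genes at a signal of at least 50 (0.0429) or 100 (0.0311), heat shock genes at a signal of at least 50 (0.0440) and with the mean of all probe sets (0.0373), and integrins and the genes flanking Pax6 with fry mixed (0.00105 each). In the main fit with an estimated correlation these lists had adjusted p from 0.392 to 0.809.

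Without a sample, adjusted p values ran from 0.00430 to 0.578 for lens fibers, 0.0399 to 0.758 for lens epithelium, 0.000540 to 0.278 for general neuronal genes, 7.84e-07 to 0.882 for endothelium (the other direction without Pax6 heterozygous replicate 1), 0.00354 to 0.758 for mesenchyme, 1.07e-07 to 0.893 for macrophages, 0.0106 to 0.758 for extracellular matrix, 0.0204 to 0.502 for retinoic acid genes, 0.00464 to 0.525 for lysosomes and 0.0147 to 0.713 for glycolysis.

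Direction changed for Mef2c (0.30) and Slc2a4 (0.17) with the mean of all probe sets of the gene and for Pitx3 (0.0034) with array weights. Without a sample, log2 differences ran from −0.27 to 0.38 for Nfil3, −0.070 to 0.0014 for Cdh8, −0.16 to 0.72 for B2m, −0.050 to 0.20 for Hprt, −0.15 to 0.31 for Sdha, −0.032 to 0.17 for Six3, −0.10 to 0.025 for Pitx3, −0.46 to 0.12 for Prox1, −0.032 to 0.10 for Sox1, −0.12 to 0.022 for Eya1, −0.10 to 0.26 for Dach1, −0.35 to 0.025 for Foxe3, −0.44 to 0.57 for Mab21l1, −0.42 to 2.55 for Eif2s3y, −0.14 to 1.35 for Kdm5d and −0.14 to 0.38 for Uty.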

Differences from the paper's values

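The paper states 591 differentially expressed transcripts, and limma at an unadjusted p under 0.10 gives 1029. The methods' t-test on log2 (1327) and linear (1300) signals, quantile normalization (1037), median centring (1055), an intensity trend (1123), array weights (1138), the replicate block (3538) and a signal of at least 50 (259) or 100 (191) do not close the difference; without heterozygous replicate 1 the count is 867, within 1.5 times of the paper's, and without the other samples it is 957 to 1380. At a p under 0.05, as in the heading of Table S1, the methods' t-test gives 665 probe sets, also within 1.5 times of 591, with 392 of them lower. These are not the listed set, however. By that test 350 of the 559 listed probe sets had a p under 0.05, 161 a p from 0.05 to 0.10 and 48 a higher one. A bound of 0.05 on these values therefore does not give the list.

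The paper states 559 differentially expressed genes, 174 of them increased; limma at the same p gives 876 genes, 412 of them increased. The methods' t-test gives 1126 and 472 on log2 and 1108 and 459 on linear signals, the replicate block 2780 and 1331, and a signal of at least 50 or 100 gives 226 and 104 or 162 and 70, so none of these closes either difference; the other alternatives were not run for these 2 counts. The 385 reduced genes of the paper stand beside 467 with limma, within 1.5 times, but 665 and 660 by the methods' t-test on log2 and linear signals, 1499 with the replicate block, and 122 or 92 at a signal of at least 50 or 100.

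The paper states 4 transcripts selected by PTM alone, where template matching here adds 0 among the Table S1 probe sets on log2 and 0 on linear signals. With 2 groups, its p equals that of a t-test with equal variances on the same values. Table S1 states a p under 0.05 for the t-test in its heading, and the methods and the legend of Fig. 2 state 0.10.

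The paper states 7009 genes with a signal above 100 and 1844 from 50 to 100, and counting each gene once gives 4494 and 1055. Counting probe sets closes the difference (7013 and 1852), and the count of probe sets by the wild-type median matches the paper's values (7009 and 1844). The wild-type median by gene (4476 and 1060) and leaving out single samples (4480 to 4501 and 1040 to 1066) do not.

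The median log2 change of the Figure 5C genes in the lens is about 0.63 in Fig. 5, read by eye, and 0.69 here. Leaving out wild-type replicate 2 brings it to 0.63. The ratio of linear means (0.67) and leaving out wild-type replicate 3 (0.67), heterozygous replicate 1 (0.67) or heterozygous replicate 2 (0.66) bring it closer. These values lie near the bound set by the spread between samples, and a value read by eye cannot tell which fall within it. Quantile normalization (0.71) and leaving out wild-type replicate 1 (0.71) or heterozygous replicate 3 (0.72) do not bring it closer.

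The log2 of the fold listed in Table S1 was compared for 108 of the listed genes, and differs by more than the replicate spread for 3 of them: Wnt2b (−0.34 in Table S1, −0.20 here), Cenpn (0.34 and 0.50) and Tnfsf9 (−1.15 and −0.85). The ratio of linear signals (−0.20, 0.50 and −0.85) does not close these, and it adds Isl1 (0.20 in Table S1, 0.36 as a linear ratio).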

Other observations

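No test in this part was chosen after its result was seen.

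Within the lens epithelium list (26 genes, adjusted p = 0.144), Pdgfra, the PDGF alpha receptor, read 618 ± 68.1 in wild-type and 409 ± 20.1 in Pax6 heterozygous lenses (SD, n = 3 mice each), and Aqp1, a water channel, 87.8 ± 28.7 and 154 ± 29.8. Genes of the lens capsule had a median log2 difference of 0.06 (adjusted p = 0.838), with Col18a1, a collagen, at 507 ± 124 and 708 ± 148 and Hspg2, perlecan, at 508 ± 57.8 and 411 ± 1.04. Integrins and adhesion genes stood at −0.09 (adjusted p = 0.133), with Cxadr, an adhesion molecule of epithelia, at 71.4 ± 4.77 and 51.9 ± 2.21. No gene named in this part passed the adjusted threshold with limma.

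Heat shock and unfolded protein genes stood at 0.10 (adjusted p = 0.0843), oxidative stress genes at −0.02 (adjusted p = 0.653), glycolysis genes at 0.06 (adjusted p = 0.373) and the genes flanking Pax6 at −0.02 (35 genes, adjusted p = 0.654). Gstt1, a glutathione transferase, read 27.4 ± 8.64 and 45.7 ± 4.11, and Cd59a, a complement regulator near Pax6, 173 ± 1.70 and 130 ± 19.2. The reference genes of the paper's PCR, B2m, Hprt and Sdha, differed by 0.25 ± 0.49, 0.08 ± 0.16 and 0.06 ± 0.29 (standard error), with signs that changed without single samples.

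Xist, the RNA of the inactive X chromosome, read 709 in wild-type replicate 1 and between 9.42 and 18.7 in the other 5 samples. The Y-linked genes Eif2s3y, Kdm5d and Uty differed between genotypes by 1.51 ± 1.52, 0.78 ± 0.75 and 0.11 ± 0.29. All 3 were lowest in wild-type replicate 1, at 20.5, 12.1 and 11.8. The other 5 samples read 696 to 1242, 57.4 to 94.2 and 15.9 to 24.4. Without wild-type replicate 1 the differences were −0.42, −0.14 and −0.14. By these signals wild-type replicate 1 was female and the other 5 samples were male. The wild-type and heterozygous samples of replicate number 1 therefore differed in sex, which no fit took into account. The paper does not state the sex of the pups.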
